# The SnRK2 kinases modulate miRNA accumulation in *Arabidopsis*

**DOI:** 10.1371/journal.pgen.1006753

**Published:** 2017-04-18

**Authors:** Jun Yan, Pengcheng Wang, Bangshing Wang, Chuan-Chih Hsu, Kai Tang, Hairong Zhang, Yueh-Ju Hou, Yang Zhao, Qiming Wang, Chunzhao Zhao, Xiaohong Zhu, W. Andy Tao, Jianming Li, Jian-Kang Zhu

## Abstract

MicroRNAs (miRNAs) regulate gene expression and play critical roles in growth and development as well as stress responses in eukaryotes. miRNA biogenesis in plants requires a processing complex that consists of the core components DICER-LIKE 1 (DCL1), SERRATE (SE) and HYPONASTIC LEAVES (HYL1). Here we show that inactivation of functionally redundant members of the SnRK2 kinases, which are the core components of abscisic acid (ABA) and osmotic stress signaling pathways, leads to reduction in miRNA accumulation under stress conditions. Further analysis revealed that the steady state level of HYL1 protein in plants under osmotic stress is dependent on the SnRK2 kinases. Additionally, our results suggest that the SnRK2 kinases physically associate with the miRNA processing components SE and HYL1 and can phosphorylate these proteins in vitro. These findings reveal an important role for the SnRK2 kinases in the regulation of miRNA accumulation and establish a mechanism by which ABA and osmotic stress signaling is linked to miRNA biogenesis.

## Author summary

miRNAs play critical roles in various biological processes. miRNA biogenesis in both animals and plants are generated by a miRNA processing complex. Studies on specific miRNA function in different biological process have been extensively reported. However, how miRNA biogenesis is modulated, especially by environmental stimuli is poorly understood. The family of 10 redundant members of SnRK2 protein kinases are the central components of abscisic acid (ABA) and osmotic stress signaling pathways. In this study, our work reveals a novel role for SnRK2s in the modulation of miRNA levels. Importantly, we show that the SnRK2 kinases are required for the maintenance of the steady state level of HYL1 protein and the miRNA processing complex components, SE and HYL1, are potential substrates of the SnRK2 kinases. Our study provides a new mechanism of regulation of miRNA biogenesis and paves the way for further understanding of the impact of ABA and osmotic stress signaling on miRNA production.

## Introduction

MicroRNAs (miRNAs) are non-coding RNAs that impact various biological processes by regulating mRNA cleavage or translation in a sequence-specific manner. Mature miRNAs are generated by the miRNA processing complex. In plants, the core components of miRNA processing complex include the RNAse III enzyme DICER-LIKE 1 (DCL1), the zinc finger protein SERRATE (SE) and the double-stranded RNA binding protein HYPONASTIC LEAVES (HYL1) [1–10]. DAWDLE (DDL), TOUGH (TGH), Negative on TATA less 2 (NOT2), CELL DIVISION CYCLE 5 (CDC5), PRL1 and CDF2, which are associated with DCL1, also function in miRNA biogenesis [11–16]. Several proteins, CBP80/ABH1, HOS5/SHI1/RCF3, RS40 and RS41, C-TERMINAL DOMAIN PHOSPHATASE-LIKE 1 (CPL1)/FIERY2 (FRY2), RECEPTOR FOR ACTIVATED C KINASE 1 (RACK1), which interact with SE or HYL1, are also required for miRNA generation [17–21]. STABLIZED 1 (STA1) and XAP5 CIRCADIAN TIMEKEEPER (XCT) can modulate miRNA accumulation through regulation of *DCL1* transcript level [22, 23]. Several other proteins, such as SICKLE (SIC), Modifier of SNC1, 2 (MOS2), AtGRP7 and THO2 are additional players involved in miRNA accumulation [24–27]. miRNAs in both animals and plants are processed from primary miRNA (pri-miRNA) transcripts, which include imperfect stem-loop structures. In animals, pri-miRNAs are cleaved in the nucleus by the endonuclease Drosha to generate precursor miRNAs (pre-miRNAs), which are then further processed into mature miRNAs by DICER in the cytoplasm [2]. In plants, the processing of both pri-miRNAs and pre-miRNAs is catalyzed by DCL1 in the nucleus [1, 3]. Previous studies demonstrated important roles of protein phosphorylation in regulating miRNA biogenesis in Arabidopsis [11, 20, 28]. Maintenance of the hypophosphorylated state of HYL1 by CPL1 is required for accurate and efficient miRNA processing [20]. However, little is known about the kinases that may phosphorylate and regulate the core components of the *Arabidopsis* miRNA processing complex. A recent study suggested that HYL1 is a putative substrate of the mitogen-activated protein kinase MPK3 in both *Arabidopsis* and rice [29].

In eukaryotes, protein kinases are key regulators of almost all cellular processes and play prominent roles in various signal transduction pathways. The yeast Sucrose non-fermenting (Snf1) protein kinase, the mammalian AMP-activated protein kinase and the plant SNF1-related protein kinase (SnRKs) are highly conserved and are the central components of kinase cascades [30]. In *Arabidopsis*, SnRK subfamily 2 (SnRK2s) is a 10-member family (SnRK2.1–2.10) [31]. SnRK2.2, SnRK2.3 and SnRK2.6 belong to the subgroup III SnRK2 family and are strongly activated by ABA, while all SnRK2s except SnRK2.9 can be activated by osmotic stress [32]. SnRK2.2, 2.3 and 2.6 act redundantly in ABA regulation of stomatal closure, seed germination and seedling growth, and virtually all examined ABA responses are eliminated in *snrk2*.*2/3/6* triple mutants [33, 34]. Interestingly, the *snrk2* decuple mutant is similar to the wild-type control on culture medium with high humidity, but displays severe growth defects in soil and in culture media under osmotic stress and shows great reduction in osmotic-stress-induced responses [35].

The functional specificity of SnRK2s in different biological processes is conferred through SnRK2s-mediated phosphorylation of their diverse substrates. The best-characterized substrates of SnRK2s are ABA-responsive element binding proteins (AREBs) [36, 37]. SnRK2-catalyzed phosphorylation of AREBs is critical for activating the transcription of ABA responsive genes. Similarly, ABA-induced stomatal closure requires SnRK2-dependent phosphorylation of SLAC1 (Slow Anion Channel-Associated 1) that is critical for ion efflux from guard cells [38, 39]. SNS1 (SnRK2-substrate 1), a recently identified SnRK2s substrate, functions as a negative regulator of ABA signaling during post-germination growth [40]. Other characterized SnRK2 substrates includes the NADPH oxidase RbohF essential for generating reactive oxygen species (ROS) in response to ABA, the potassium channel KAT1 (K+ channel in *Arabidopsis thaliana* 1) involved in ABA regulation of stomatal movement, the aquaporin PIP2;1 (Plasma membrane Intrinsic Protein 2;1) and the SWI/SNF chromatin-remodeling ATPase BRAHMA (BRM) in the modulation of ABA responses [41–44].

In this study, we report that SnRK2s are required for proper miRNA accumulation by regulation of miRNA processing factors. Our study provides new insights into the molecular mechanism underlying the regulation of miRNA biogenesis and furthers our understanding of the impact of ABA and osmotic stress signaling on plant growth and development through regulation of miRNA accumulation.

## Results

### The SnRK2 kinases are required for the accumulation of miRNAs

During the characterization of the *snrk2*.*2/3/6* triple mutant, we noticed that compared with its wild type control, both the rosette and cauline leaves are smaller, and older rosette leaves and cauline leaves are serrated in the *snrk2*.*2/3/6* mutant under our plant growth room conditions (Fig 1A and 1B and S1 Fig). Additionally, the *snrk2*.*2/3/6* mutant is a dwarf with its siliques being shorter and arranged abnormally (Fig 1C and 1D). Some of these morphological variations shared features with those of miRNA deficient mutants such as *se-1* and *hyl1-2*. When the *se-1* or *hyl1-2* mutation was introduced into the *snrk2* triple mutant, the resulting *snrk2*.*2/3/6se-1* and *snrk2*.*2/3/6hyl1-2* quadruple mutants were similar to *snrk2*.*2/3/6* in their small size but resembled *se-1* and *hyl1-2*, respectively, in their leaf morphology (Fig 1A). The shared morphological defects between *snrk2*.*2/3/6* and miRNA deficient mutants prompted us to test whether accumulation of miRNAs is affected in *snrk2*.*2/3/6* mutant plants. We randomly chose several miRNAs to evaluate their levels in rosette leaves using quantitative real-time reverse-transcription PCR (qRT-PCR) and found that the amounts of miR160, miR164, miR319, miR156 and miR398 were reduced in *snrk2*.*2/3/6* mutant compared with those of the wild type control (Fig 2A). Small RNA blot analysis was subsequently conducted to further examine the accumulation of these miRNAs. Consistent with the qRT-PCR results, the abundance of all these miRNAs was reduced in the *snrk2*.*2/3/6* mutant (Fig 2B), indicating that the lack of the SnRK2s affects the abundance of the tested miRNAs. We also compared the abundance of 24-nt siRNAs in the *snrk2*.*2/3/6* mutant and its wild type control but found no substantial difference (S2 Fig).

**Fig 1:**
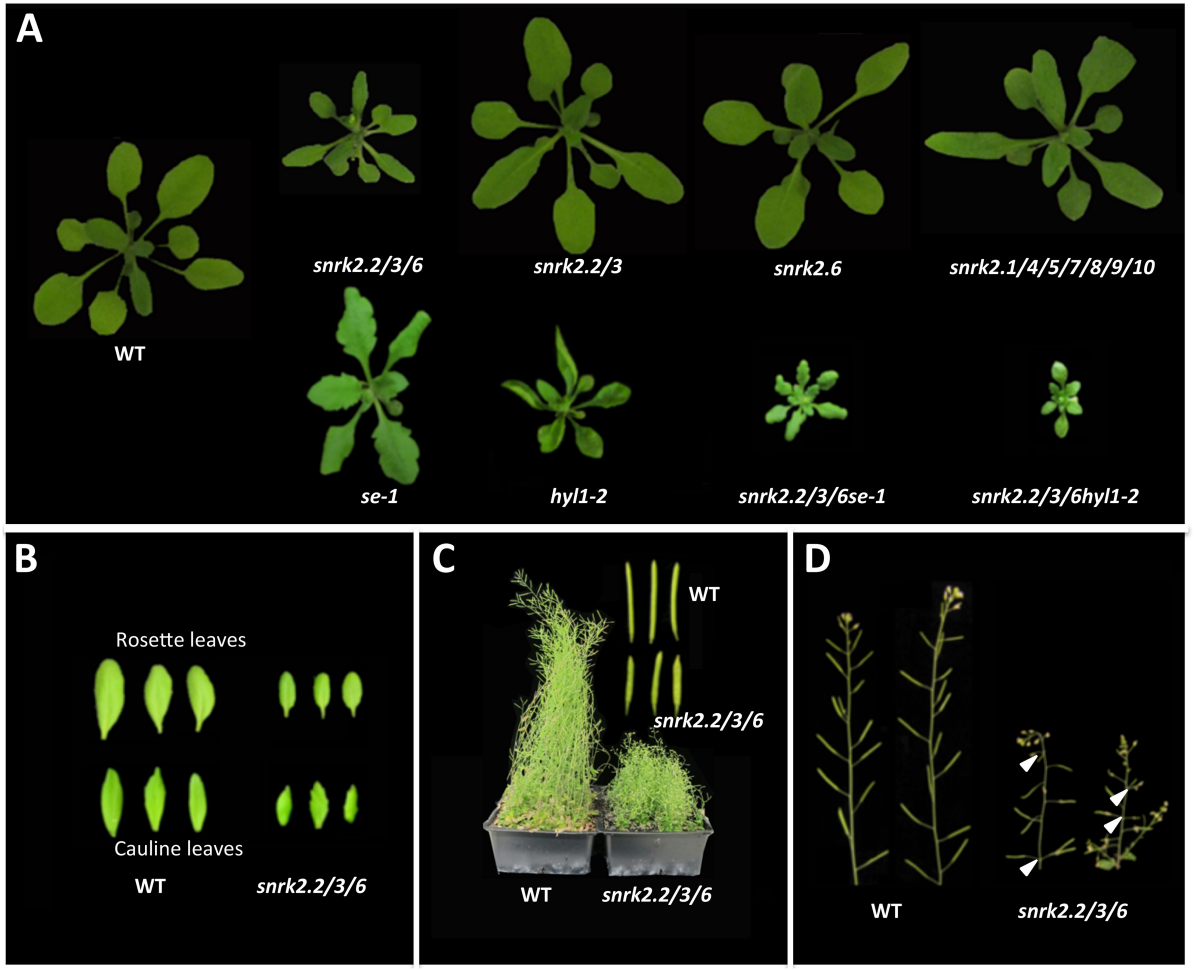
Soil-grown *snrk2*.*2/3/6* mutant exhibits some miRNA deficiency morphological defects. (A) Comparison of the phenotype of 3-week-old plants of different genotypes grown in soil under normal growth room conditions. (B) Comparison of wild type and *snrk2*.*2/3/6* mutant rosette and cauline leaves. (C) Comparison of the plant stature and siliques of 2-month-old wild type and *snrk2*.*2/3/6* mutant. (D) The *snrk2*.*2/3/6* mutant exhibits abnormal silique phyllotaxy. Arrow heads indicate altered silique phyllotaxy of *snrk2*.*2/3/6* mutant.

**Fig 2:**
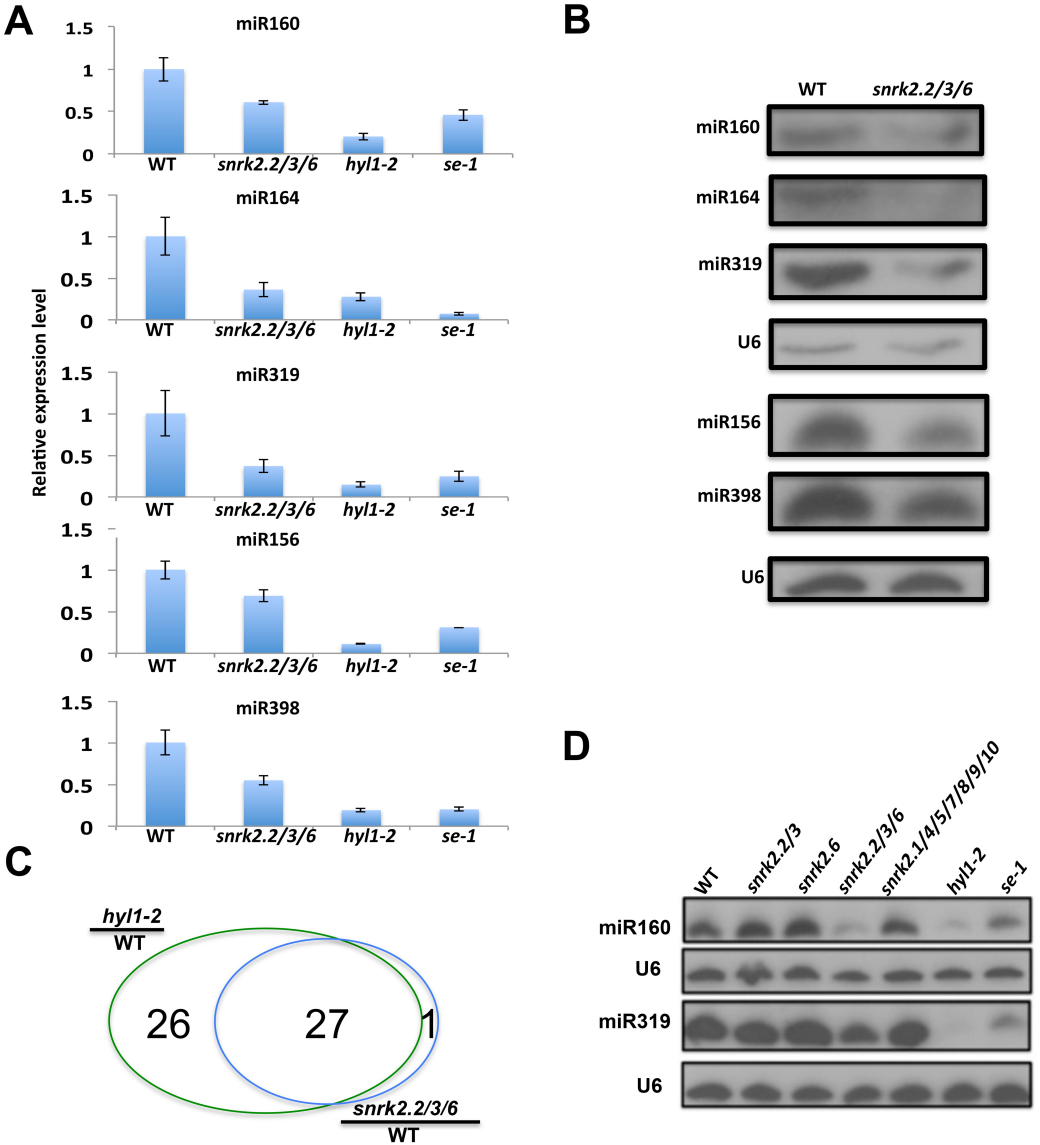
Reduction of miRNA abundance in soil-grown *snrk2*.*2/3/6* mutant. (A) qRT-PCR analysis of the expression of mature miRNAs in rosette leaves of wild type, *snrk2*.*2/3/6*, *hyl1-2* and *se-1*. qRT-PCR results are means ±SD of three biological replicates where the fold changes are normalized to the transcript level in WT. (B) RNA blot hybridization of miRNAs from rosette leaves of 3-week-old wild type, *snrk2*.*2/3/6*, *hyl1-2* and *se-1*. U6 small nuclear RNA was used as loading control. (C) Comparison of identical miRNAs with >2-fold abundance reduction (relative to the wild-type control) between *hyl1-2* and *snrk2*.*2/3/*6 mutants. (D) Expression of selected miRNAs in rosette leaves of 3-week-old wild type, *snrk2*.*2/2*.*3*, *snrk2*.*6*, *snrk2*.*2/3/6*, *snrk2*.*1/4/5/7/8/9/10*, *hyl1-2* and *se-1*.

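Small RNA was sequenced from rosettes of soil-grown plants at an age of 3 weeks, with 2 biological replicates for each of 3 genotypes. These were the wild type (WT), the snrk2.2/3/6 triple mutant and hyl1-2, a mutant of the double-stranded RNA-binding protein HYL1 that acts in miRNA processing. The authors trimmed the adaptors, kept reads of 18 to 30 nt, mapped them to the Arabidopsis genome (TAIR10) and counted the reads identical to a mature miRNA of miRBase release 21. Their table lists 349 mature sequences, each with its raw count and its normalized value in RPTM, the reads expected in a library of 10000000 genome-matched reads. A sequence shared by several miRNA genes is listed once under all of its names, so that reads of such copies cannot be told apart, and 45 of the sequences carry more than 1 name. In total 174 sequences had at least 1 read in a library. The number of genome-matched reads of each library was recovered from its counts and RPTM values. It was 16350213 and 16299073 in the 2 WT libraries, 19601046 and 18406046 in hyl1-2, and 16892896 and 16041013 in snrk2.2/3/6. Mature miRNA reads were a small part of these. WT had 34567 and 30427 miRNA reads in replicates 1 and 2, hyl1-2 had 7141 and 6670, and snrk2.2/3/6 had 29014 and 10386. A floor of 3 reads corresponds to 1.53 to 1.87 RPTM in these libraries, and such floors and all intervals cover counting error only. Counts were compared with edgeR's quasi-likelihood test in 1 fit over all 6 libraries, with the genome-matched totals as library sizes. The 59 sequences with a mean of at least 10 reads over the 6 libraries were tested. Normalizing to genome-matched reads keeps a change shared by most miRNAs, whereas factors computed from the miRNA counts themselves, such as those of the TMM method, remove it. This choice changes how many miRNAs count as lower or higher in each mutant.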

To further investigate whether the SnRK2s has effects on additional miRNAs, miRNA expression profile of *snrk2*.*2/3/6* was compared with those of wild type and *hyl1-2* plants using small RNA deep sequencing. Only highly expressed miRNAs with at least 10 reads in normalized counts in wild type were selected for analysis. 

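Applied to the mean RPTM of the 2 WT libraries, this criterion was met by 59 of the 349 sequences. They held 99.0% of the WT miRNA reads. At the depth of these libraries, 10 RPTM is 16.4 reads in WT replicate 1 and 16.3 reads in WT replicate 2. For 16 of the 59 sequences the reads of both WT libraries summed to 50 or fewer, and their fold changes have correspondingly large counting errors. When at least 10 RPTM was required in both WT libraries rather than in their mean, 49 sequences remained, and at 50 RPTM 25 remained.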

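A miRNA was counted as reduced when its mean RPTM in a mutant was at most 50% of its mean RPTM in WT. By this rule 53 of the 59 miRNAs were reduced in hyl1-2 and 27 in snrk2.2/3/6. The median miRNA was at 14.5% of WT in hyl1-2 and at 53.3% in snrk2.2/3/6. The replicates of hyl1-2 gave medians of 13.1% and 15.3%, whereas those of snrk2.2/3/6 gave 83.2% in replicate 1 and 27.4% in replicate 2. Replicate 1 of snrk2.2/3/6 was above replicate 2 for 56 of the 59 miRNAs. Against the WT mean, 17 miRNAs were at or below 50% in snrk2.2/3/6 replicate 1 and 47 in replicate 2, and 16 in both. Of the 27 reduced in the mean, 11 were above 50% in replicate 1. Both hyl1-2 libraries lay below both WT libraries for 55 of the 59 miRNAs and both snrk2.2/3/6 libraries for 33, where random ordering would give 16.7%. That share treats miRNAs as ordered separately, whereas the miRNAs of a library can move together. The 59 were also chosen for their level in WT, which favours mutants below WT. These counts are therefore a description and not a test.

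**Figure D1:**
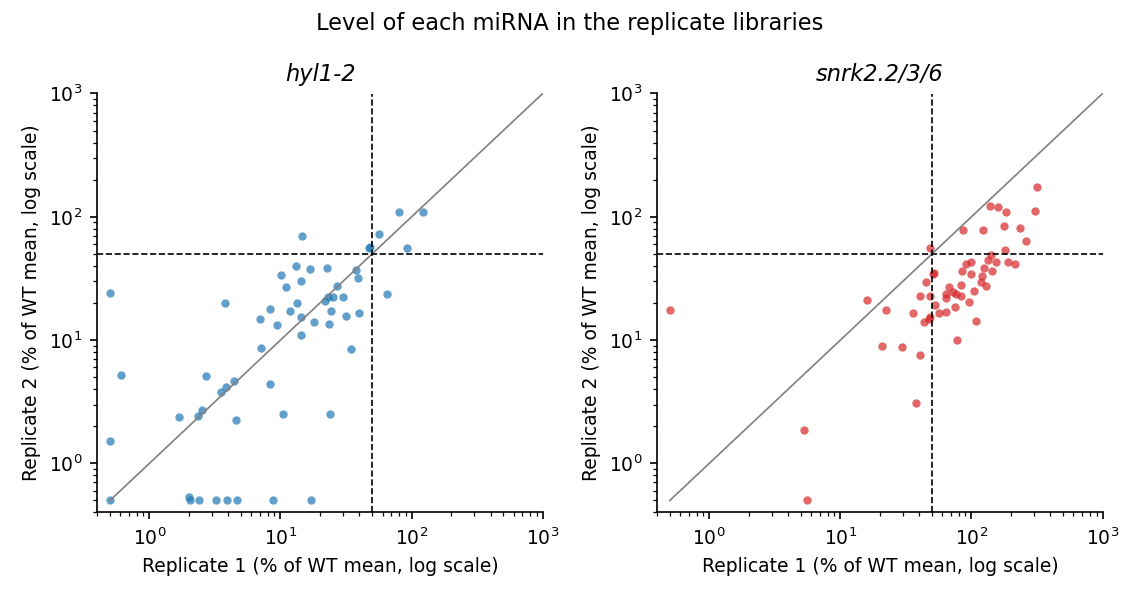
Level of each of the 59 miRNAs in replicate 1 (x axis) and replicate 2 (y axis) of hyl1-2 (left) and snrk2.2/3/6 (right), in percent of the WT mean on log axes. Each point is 1 miRNA, miRNAs without reads in a library are drawn at 0.5%, the grey line marks equal levels and the dashed lines mark 50% of WT. In snrk2.2/3/6, 56 of the 59 points lie below the grey line.

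With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 40 of the 59 tested miRNAs were lower in hyl1-2 than in WT at an adjusted p under 0.05 and 1 was higher. In snrk2.2/3/6, 2 were lower and 0 were higher, and at an unadjusted p under 0.05 10 were lower and 0 higher. All of the 40 and both of the 2 were also reduced by the 2-fold rule. The 59 tested miRNAs and the 59 that pass the WT criterion are different sets, which share 56. Of the miRNAs reduced by the rule, 50 of the 53 in hyl1-2 and 24 of the 27 in snrk2.2/3/6 were tested. The biological coefficient of variation shared by the tested miRNAs was 50.0%. Without a filter on low counts, 174 miRNAs were tested and 0 passed in either mutant, while at an unadjusted p under 0.05 64 were lower in hyl1-2 and 12 in snrk2.2/3/6. With TMM factors 15 miRNAs were lower and 10 higher in hyl1-2, and 4 were lower and 4 higher in snrk2.2/3/6. The replicates carry the same numbers in each genotype. With the replicate number as a block, 38 miRNAs were lower and 1 was higher in hyl1-2, and 3 were lower and 0 higher in snrk2.2/3/6. The deviations of same-numbered libraries correlated across miRNAs with a Pearson's r of 0.29 between WT and hyl1-2 and of -0.30 between WT and snrk2.2/3/6. With the pairing of the snrk2.2/3/6 libraries crossed in the block, 42 were lower in hyl1-2 and 2 in snrk2.2/3/6. By the 2-fold rule within both same-numbered pairs, 50 miRNAs were reduced in hyl1-2 and 15 in snrk2.2/3/6, and with crossed pairs 13 were reduced in snrk2.2/3/6.
The 2 miRNAs lower in snrk2.2/3/6 were miR319a/b and miR165a-5p. miR319a/b (TTGGACTGAAGGGAGCTCCCT) matches MIR319a (AT4G23713, chromosome 4, 12353109 to 12353129, plus strand) and MIR319b (AT5G41663, chromosome 5, 16660469 to 16660489, minus strand) in TAIR10.1, in the exon of each miRNA gene. Its log2 fold change in snrk2.2/3/6 was -4.78 (standard error 1.08, adjusted p = 0.000961, edgeR). Its reads were 281 and 49 in WT, 9 and 3 in snrk2.2/3/6, and 4 and 1 in hyl1-2, so that the WT libraries differed widely from each other. miR165a-5p (GGAATGTTGTCTGGATCGAGG) lies in the exon of MIR165a (AT1G01183, chromosome 1, 79010 to 79030, minus strand). It had 34 and 36 reads in WT and 2 and 0 in snrk2.2/3/6, at least 11.8-fold lower (adjusted p = 0.00737, edgeR). In hyl1-2 it had 1 and 0 reads and was at least 13.6-fold lower (adjusted p = 0.000300, edgeR). The log2 fold change of miR319a/b in hyl1-2 was -6.20 (standard error 1.18, adjusted p = 1.03e-05, edgeR). Standard errors were computed from the log2 fold change and edgeR's F statistic. All of the 5 largest decreases in hyl1-2 past the threshold, ranked by fitted log2 fold change, rested on few reads in hyl1-2. The other 3 were miR447a.2-3p, miR824-3p and miR781a/b. miR447a.2-3p had 50 and 67 reads in WT and 0 and 1 in hyl1-2, at least 22.7-fold lower. miR824-3p had 41 and 41 reads in WT and 1 and 0 in hyl1-2, at least 15.9-fold lower. miR781a/b had 13 and 20 reads in WT and 0 and 0 in hyl1-2, at least 6.40-fold lower. The only miRNA higher in hyl1-2 was miR840-5p, which is below the WT criterion. It had 2 and 5 reads in WT and 69 and 34 in hyl1-2, a log2 fold change of 3.60 (standard error 1.03, adjusted p = 0.00178, edgeR). Its sequence lies on chromosome 2 from 771492 to 771513 on the minus strand, in MIR840 (AT2G02741) and also in an exon of the protein-coding gene AT2G02750 on the same strand, whose reads the counting cannot separate.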

We found that 53 miRNAs in *hyl1-2* mutant, and 28 miRNAs in *snrk2*.*2/3/6* show at least a two-fold reduction compared to the wild type (S3 Fig). 

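Of the 27 miRNAs reduced in snrk2.2/3/6, 26 were among the 53 reduced in hyl1-2. A further 27 were reduced in hyl1-2 only and 1, miR168a-5p/b-5p, in snrk2.2/3/6 only. Because 89.8% of the 59 miRNAs were reduced in hyl1-2, 24.3 shared miRNAs would be found if the lists were independent (Fisher's exact test across miRNAs, two-sided p = 0.205, one-sided p = 0.141). With so many on the hyl1-2 list the overlap has little room to vary, so the test could hardly detect an association. miRNAs are not independent replicates, and both lists use the same WT libraries. When each mutant was set against a different WT library, the overlap was 21 with hyl1-2 against WT replicate 1 and 26 with hyl1-2 against WT replicate 2. Within both same-numbered pairs of libraries, as for a replicate block, 14 miRNAs were reduced in both mutants, and 12 with crossed pairs. With counts scaled by TMM factors, by DESeq2's size factors or to the total miRNA count, the overlap was 6.

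**Figure D2:**
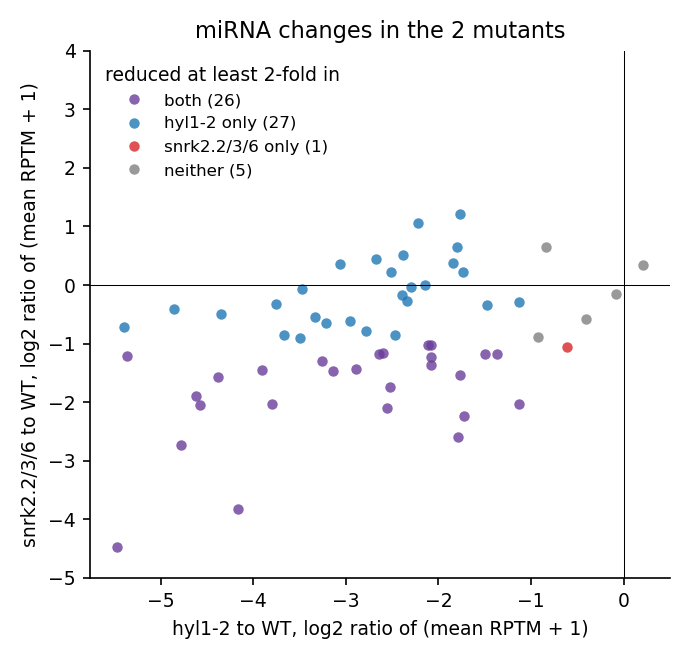
Change of the 59 miRNAs in hyl1-2 (x axis) and snrk2.2/3/6 (y axis), each as the log2 ratio of mean RPTM + 1 in the mutant to mean RPTM + 1 in WT (2 libraries per genotype). Points are coloured by whether the miRNA was reduced at least 2-fold in both mutants (26), in hyl1-2 only (27), in snrk2.2/3/6 only (1) or in neither (5).

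Across the 59 miRNAs, the log2 fold changes of the 2 mutants correlated with a Spearman's rho of 0.32 and a Pearson's r of 0.40 (permutation test of rho across miRNAs, p = 0.0148, Benjamini-Hochberg adjusted p = 0.0223 over 3 correlations). With separate WT libraries rho was 0.40 (adjusted p = 0.0063) or 0.099 (adjusted p = 0.454), depending on which library went with which mutant. In a direct comparison of the mutants by edgeR, 27 of the 59 tested miRNAs were lower in hyl1-2 than in snrk2.2/3/6 and 0 were higher, with 1 higher at an unadjusted p under 0.05. With TMM factors 8 were lower and 10 higher. With the replicate number as a block 26 were lower, and with the crossed block 19. The correlation of the deviations of same-numbered hyl1-2 and snrk2.2/3/6 libraries was -0.18. By fitted log2 fold change, the largest differences were those of miR781a/b, miR447a.2-3p and miR173-5p. These had 24 and 8, 72 and 17, and 35 and 7 reads in snrk2.2/3/6. In hyl1-2 they had 0 and 0, 0 and 1, and 1 and 0 reads, so the sizes of these differences were not measured. miR447a.2-3p (TATGGAAGAAATTGTAGTATT) matches the exons of MIR447a (AT4G03445, chromosome 4, 1528148 to 1528168, minus strand) and MIR447b (AT4G03455, 1535440 to 1535460, minus strand), and it differed with an adjusted p of 6.96e-05 by edgeR. Its fitted log2 fold change between hyl1-2 and snrk2.2/3/6 was -6.31 (standard error 1.29), which is not a measured size because hyl1-2 was at the floor. miR168a-5p/b-5p (TCGCTTGGTGCAGGTCGGGAA) is encoded by MIR168a (AT4G19395, chromosome 4, 10578652 to 10578672, plus strand) and MIR168b (AT5G45307, chromosome 5, 18358873 to 18358893, minus strand). It had 40.1 ± 8.14 RPTM in WT, 25.9 ± 4.87 in hyl1-2 and 18.8 ± 16.1 in snrk2.2/3/6 (SD, n = 2). By edgeR with genome-matched totals it differed from WT in neither mutant, with adjusted p = 0.513 in hyl1-2 and 0.465 in snrk2.2/3/6, and the 2 mutants did not differ in it (adjusted p = 0.701). With TMM factors it was higher than WT in hyl1-2, with a log2 fold change of 2.09 (adjusted p = 0.00568), and with the total miRNA count as well (adjusted p = 0.00585). The mutants differed in it in 3 of 10 settings run (adjusted p from 0.000562 to 0.828).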

Interestingly, 27 miRNAs with a pronounced reduction in *snrk2*.*2/3/6* mutant were reduced in *hyl1-2* mutant (Fig 2C and S3 Fig). We analyzed misprocessed miRNAs in wild type, *hy1-2* and *snrk2*.*2/3/6* mutants. We focused on the highly expressed miRNAs (miRNAs with at least 10 reads in each replicate) given that the evaluation of miRNA precision depends on sequencing depth. We found that miRNA processing accuracy is affected in the *hyl1-2* mutant as expected, but the processing accuracy is not substantially affected in the *snrk2*.*2/3/6* mutant (S4 Fig). These results indicate that the SnRK2s are important for miRNA biogenesis.

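Summed over all sequences, mature miRNAs were 19905 ± 1749 RPTM in WT, 3633 ± 13.7 in hyl1-2 and 11825 ± 7566 in snrk2.2/3/6 (SD, n = 2). hyl1-2 was at 18.3% of WT. snrk2.2/3/6 was at 59.4% of WT, with replicate 1 at 86.3% and replicate 2 at 32.5%. The share of miRNA reads among genome-matched reads was 0.172% in snrk2.2/3/6 replicate 1 (95% Wilson interval 0.170 to 0.174%) and 0.0647% in replicate 2 (0.0635 to 0.0660%), so the distance between these replicates is far beyond counting error. Replicate 1 had 2.65 times the miRNA total of replicate 2, against 1.13 times in WT and 1.01 times in hyl1-2. Both mutants lay below both WT libraries, and 2 libraries against 2 cannot give a two-sided exact permutation p below 0.333.

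**Figure D3:**
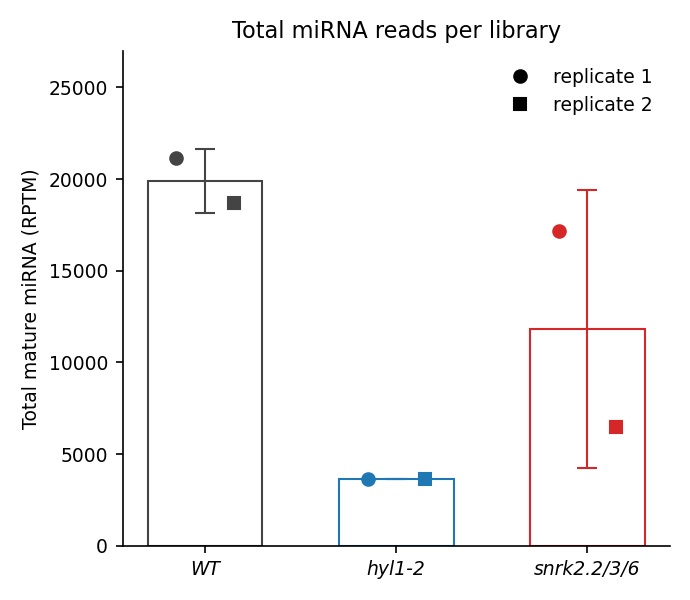
Total mature miRNA reads in RPTM (y axis, from 0) for WT, hyl1-2 and snrk2.2/3/6 (x axis). Bars give the mean of 2 libraries, error bars the SD, circles replicate 1 and squares replicate 2. The hyl1-2 libraries lie at 3643 and 3624 RPTM and the snrk2.2/3/6 libraries at 17175 and 6475 RPTM.

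The sequences matched by the primers and probes listed for the miRNAs of Fig 2A and 2B (S2 Table) were found among the 349 sequences. Only exact matches were sought, and whether a probe also detects near-identical sequences was not examined. The RNA blot probes for miR398 and miR319 match miR398b-5p/c-5p and miR319c. In snrk2.2/3/6 these were at 162% and 66.7% of WT (adjusted p = 0.736 and 0.795, edgeR). miR398b-5p/c-5p had 47 and 11 reads in snrk2.2/3/6 against 16 and 19 in WT, so only replicate 1 lay above WT. Levels are given as means of 2 libraries with their SD, adjusted p-values are from edgeR's quasi-likelihood test, and directions are those relative to genome-matched reads. miR160a-5p/b/c-5p (TGCCTGGCTCCCTGTATGCCA) is encoded by MIR160a (AT2G39175, chromosome 2, 16340282 to 16340302, plus strand), MIR160b (AT4G17788, chromosome 4, 9888986 to 9889006, plus strand) and MIR160c (AT5G46845, chromosome 5, 19009158 to 19009178, minus strand). It had 38.3 ± 9.01 RPTM in WT and 14.2 ± 4.20 in snrk2.2/3/6, with adjusted p = 0.377. miR164a/b-5p (TGGAGAAGCAGGGCACGTGCA), from MIR164a (AT2G47585, chromosome 2, 19520770 to 19520790, plus strand) and MIR164b (AT5G01747, chromosome 5, 287586 to 287606, plus strand), fell from 29.7 ± 9.90 to 5.48 ± 1.06 RPTM, with adjusted p = 0.141. Both snrk2.2/3/6 libraries were below both WT libraries for these miRNAs. The miR164 primer matches miR164c-5p instead, which had 7 and 3 reads in WT and 1 and 0 in snrk2.2/3/6, below the mean of 10 reads required for the main test. miR156a-5p to f-5p (TGACAGAAGAGAGTGAGCAC), shared by 6 genes, was at 149 ± 20.7 RPTM in WT and 133 ± 94.8 in snrk2.2/3/6 (89.2% of WT, adjusted p = 0.927). Replicate 1 had 338 reads and replicate 2 had 106, against 220 and 267 in WT. miR398b-3p/c-3p (TGTGTTCTCAGGTCACCCCTG), from MIR398b (AT5G14545, chromosome 5, 4691107 to 4691127, plus strand) and MIR398c (AT5G14565, chromosome 5, 4694778 to 4694798, plus strand), was at 1622 ± 155 RPTM in WT and 1619 ± 499 in snrk2.2/3/6 (99.8% of WT, adjusted p = 0.996). In hyl1-2 these miRNAs had log2 fold changes of -2.20 for miR160 (adjusted p = 0.0236), -1.82 for miR164a/b-5p (adjusted p = 0.0538), -2.43 for miR156 (adjusted p = 0.0272) and -2.15 for miR398b-3p/c-3p (adjusted p = 0.00925). With TMM factors all 4 became positive, from 0.38 to 1.02, and in snrk2.2/3/6 the log2 fold changes of miR156 and miR398b-3p/c-3p became 0.60 and 1.02. From the reduction of miRNAs in snrk2.2/3/6 by qRT-PCR, RNA blots and sequencing, the paper reasons that the SnRK2s matter for miRNA biogenesis. It reports no substantial effect on processing accuracy in this mutant. Its other evidence includes higher pri-miRNA and target transcript levels and lower HYL1 protein in soil-grown snrk2.2/3/6 plants, none of which was measured here.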

### Members of the SnRK2 kinase subfamily III act redundantly in regulating miRNA biogenesis

At the vegetative stage, although *snrk2*.*2/3/6* mutant showed severe morphological defects, mutations in the other seven members of SnRK2s did not cause obvious morphological defects. Additionally, no obvious morphological difference was observed among *snrk2*.*6* single mutant, *snrk2*.*2/2*.*3* double mutant, and the wild type (Fig 1A). To determine the contributions of the SnRK2 family members in miRNA biogenesis, the levels of two miRNAs, miR160 and miR319, were further compared in the rosette leaves of soil grown wild type, *snrk2*.*2/2*.*3*, *snrk2*.*6*, and *snrk2*.*1/4/5/6/7/8/9/10* mutants. Although the expression levels of these miRNAs were substantially reduced in the *snrk2*.*2/3/6* triple mutant (Fig 2D), no substantial difference was found in the single (*snrk2*.*6*), double (*snrk2*.*2/3*) or septuple mutants compared with the wild type control (Fig 2D). These results strongly suggest functional redundancy among the three members of the SnRK2 subgroup III in the regulation of miRNA biogenesis under the tested conditions.

### The SnRK2 kinases are involved in the processing of pri-miRNAs

Since miRNAs can negatively regulate the accumulation of target mRNAs, we measured the amount of target mRNAs for some of the miRNAs in soil grown wild type and *snrk2*.*2/3/6* mutant using qRT-PCR. As expected, increased target transcript levels were observed in the *snrk2*.*2/3/6* mutant (Fig 3A). To investigate whether the SnRK2 kinases are involved in pri-miRNA processing, the pri-miRNA transcript levels were determined by qRT-PCR. We found that the accumulation of the tested pri-miRNAs accumulated to higher levels in *snrk2*.*2/3/6* mutant than wild type (Fig 3B), indicating that the SnRK2 kinases are required for the proper processing of pri-miRNAs.

**Fig 3:**
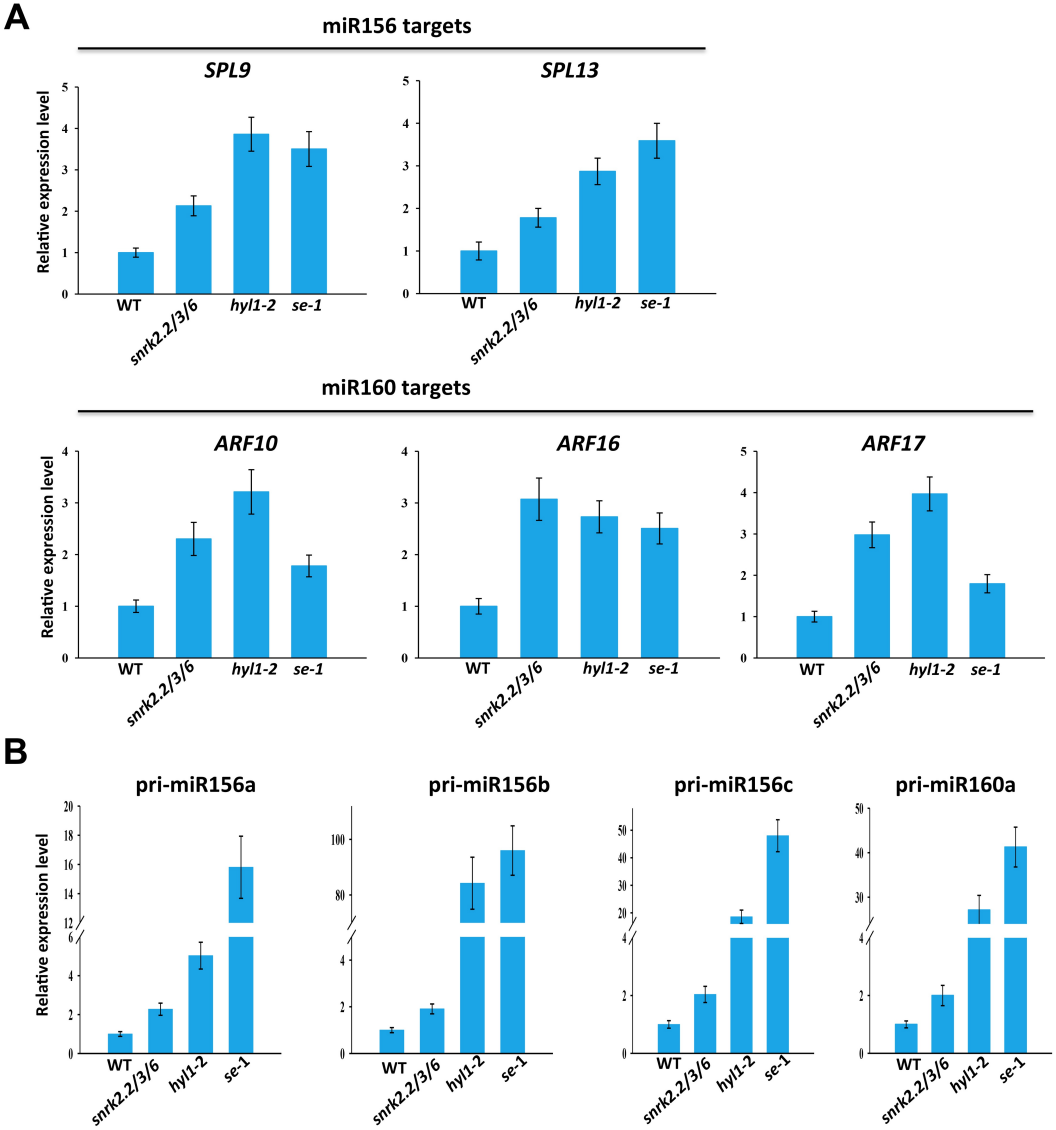
Increased accumulation of miRNA targets and pri-miRNAs in soil-grown *snrk2*.*2/3/6* mutant. (A) qRT-PCR analysis of the expression of miR156 and miR160 targets in rosette leaves of wild type and *snrk2*.*2/3/6*. (B) qRT-PCR analysis of the expression of pri-miRNAs in rosette leaves of wild type and *snrk2*.*2/3/6*. In (A) and (B), qRT-PCR results are means ±SD of three biological replicates where the fold changes are normalized to the transcripts level in WT.

### Inactivation of the SnRK2 kinases affects miRNA biogenesis under ABA treatment

Because the three subgroup III SnRK2s were known to be activated by ABA, we also examined the effects of the *snrk2*.*2/3/6* triple mutations on miRNA expression under ABA treatment in seedlings grown in culture medium. We first analyzed publicly available microarray data on ABA-treated seedlings of *snrk2*.*2/3/6* and wild-type [45]. We compared the expression levels of experimentally validated miRNA targets, and found that many known miRNA target genes were upregulated, albeit to different extents, in ABA-treated *snrk2*.*2/3/6* mutant (S5 Fig). Many of those miRNA target genes belong to the same gene family, suggesting that their upregulation in the triple *snrk2*.*2/3/6* mutant might be attributed to the release of miRNA mediated repression. To test this possibility, we performed qRT-PCR analysis of the transcript abundance of *Growth-Regulating Factor 3* (*GRF3*), *GRF5* and *GRF8*, the well-defined target genes of miR396, and the miR160 target *Auxin Response Factor 17* (*ARF17*) in wild type and *snrk2*.*2/3/6* mutant. While no significant difference in their transcript levels was detected between the triple mutant and its wild type control without ABA treatment, their transcript levels were significantly higher in ABA-treated triple mutant seedlings compared to ABA-treated wild type in the culture medium (Fig 4A). Consistently, our qRT-PCR analysis revealed no obvious difference in miR396 and miR160 abundance between mock-treated wild-type and *snrk2*.*2/3/6* seedlings but a significant lower abundance of miR396 and miR160 in ABA-treated triple mutant compared to ABA-treated wild-type in the culture medium (Fig 4B). This analysis indicates that the increased transcript levels of *GRF*s and *ARF17* in *snrk2*.*2/3/6* mutant under ABA treatment are at least partially attributed to the reduced levels of miR396 and miR160, respectively. We also analyzed the abundance of the miRNA precursors, and found that pri-miR396b and pri-miR160a accumulated to higher levels in ABA-treated *snrk2*.*2/3/6* mutant than the ABA-treated wild type in the culture medium (Fig 4C). Taken together, these results support that the ABA-activated SnRK2 kinases regulate miRNA biogenesis.

**Fig 4:**
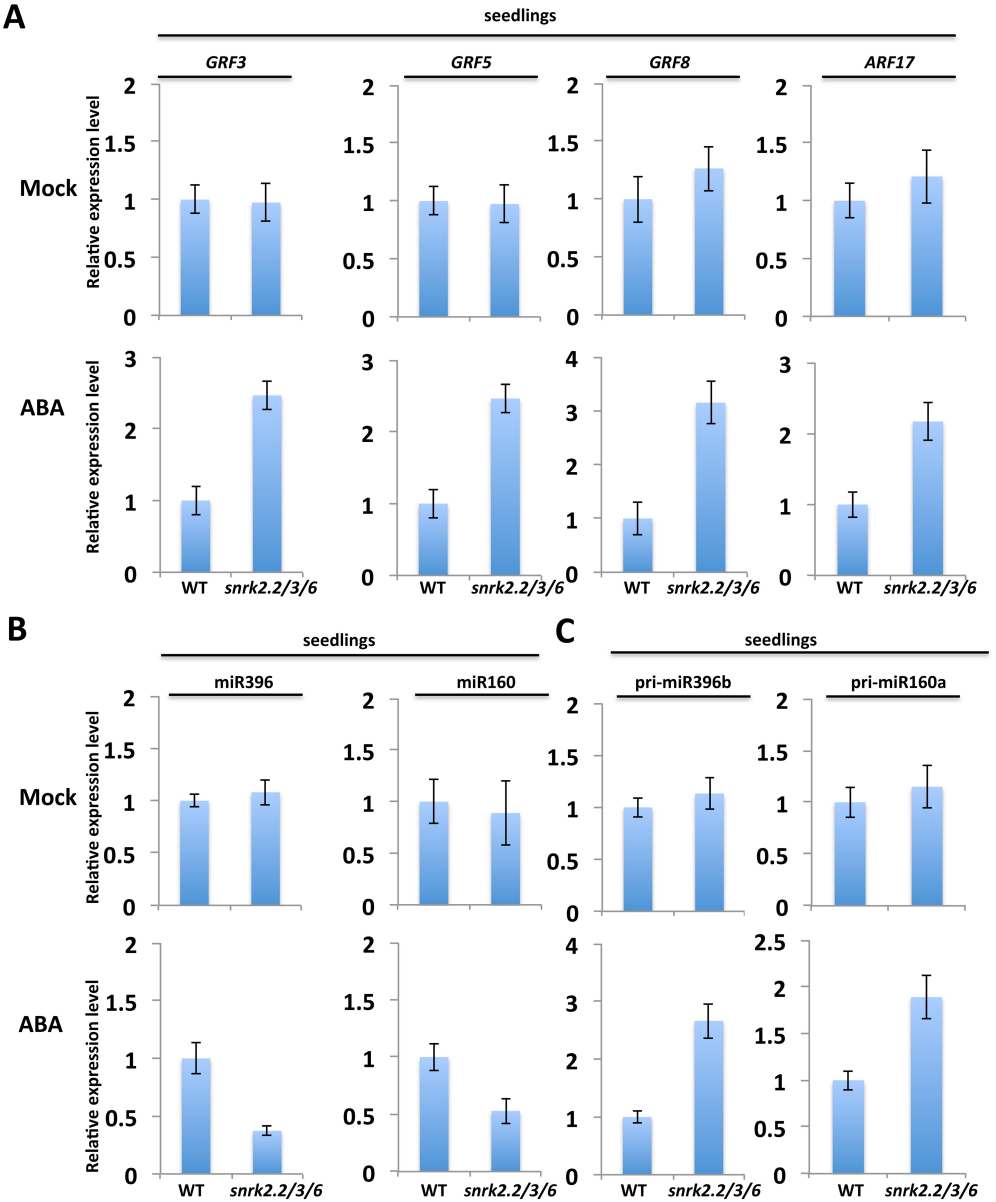
Effects of the triple *snrk2*.*2/3/6* mutations on the expression of miRNAs and their targets and precursors under ABA treatment. (A) qRT-PCR analysis of the expression of three miR396 targets, *GRF3*, *GRF5*, *GRF8* and *ARF17* in 2-week-old seedlings treated with or without 50 μM ABA. (B) qRT-PCR analysis of the expression of miR396 and miR160 in 2-week-old seedlings treated with or without 50 μM ABA. (C) qRT-PCR analysis of the transcript abundance of the pri-miR396b and pri-miR160a in 2-week-old seedlings treated with or without 50 μM ABA. In (A)-(C), qRT-PCR results are means ±SD of three biological replicates where the fold changes are normalized to the transcripts level in WT.

### The SnRK2 kinases-mediated pathway modulates the level of the miRNA processing factor HYL1

To investigate potential mechanisms by which SnRK2s affect miRNA biogenesis, we first examined the protein abundance of key components of the *Arabidopsis* miRNA biogenesis pathway in the soil-grown *snrk2* triple mutant and its wild type control. Interestingly, while no substantial difference in the protein abundance of DCL1, AGO1 and SE was detected in rosette leaves between the two genotypes grown in soil, the HYL1 protein level was reduced substantially in the *snrk2* triple mutant (Fig 5A). Surprisingly, no significant difference in the HYL1 protein abundance was detected between whole seedlings of wild type and the triple mutant grown in culture medium (Fig 5B), suggesting involvement of additional SnRK2s in regulating the HYL1 abundance in cultured seedlings. Indeed, the HYL1 abundance was significantly reduced in the *snrk2* decuple mutant seedlings (Fig 5B). We also tested the impact of osmotic stress, which is known to activate nearly all 10 SnRK2s, on the HYL1 protein abundance of cultured seedlings. As shown in Fig 5B, although the 6-h mannitol treatment had little impact on the HYL1 abundance in wild type seedlings, a similar treatment slightly and dramatically reduced the HYL1 abundance in the cultured seedlings of the *snrk2* triple mutant and decuple mutant, respectively (Fig 5B), providing additional support for the involvement of other SnRK2s in regulating the HYL1 protein abundance. Consistent with this, we found that some miRNAs accumulates at the lowest level in the mannitol-treated *snrk2* decuple mutant seedlings (S6 Fig). There was no significant difference in SE protein abundance between the wild type and *snrk2* mutant (Fig 5B). To test whether the reduced HYL1 protein abundance might be due to a decreased *HYL1* transcript level, we performed qRT-PCR analysis with total RNA from rosette leaves of the *snrk2* triple mutant and wild type seedlings grown in soil but detected no obvious difference in the *HYL1 t*ranscript level between the two genotypes (Fig 5C). Similarly, *HYL1* transcript levels were not reduced in the *snrk2* decuple mutant seedlings grown in culture medium either before or after mannitol treatment (Fig 5D). Rather, the transcript levels were higher in the decuple mutant, especially after mannitol treatment (Fig 5D). These results strongly suggest that the SnRK2 kinases-mediated pathway modulates HYL1 protein abundance.

**Fig 5:**
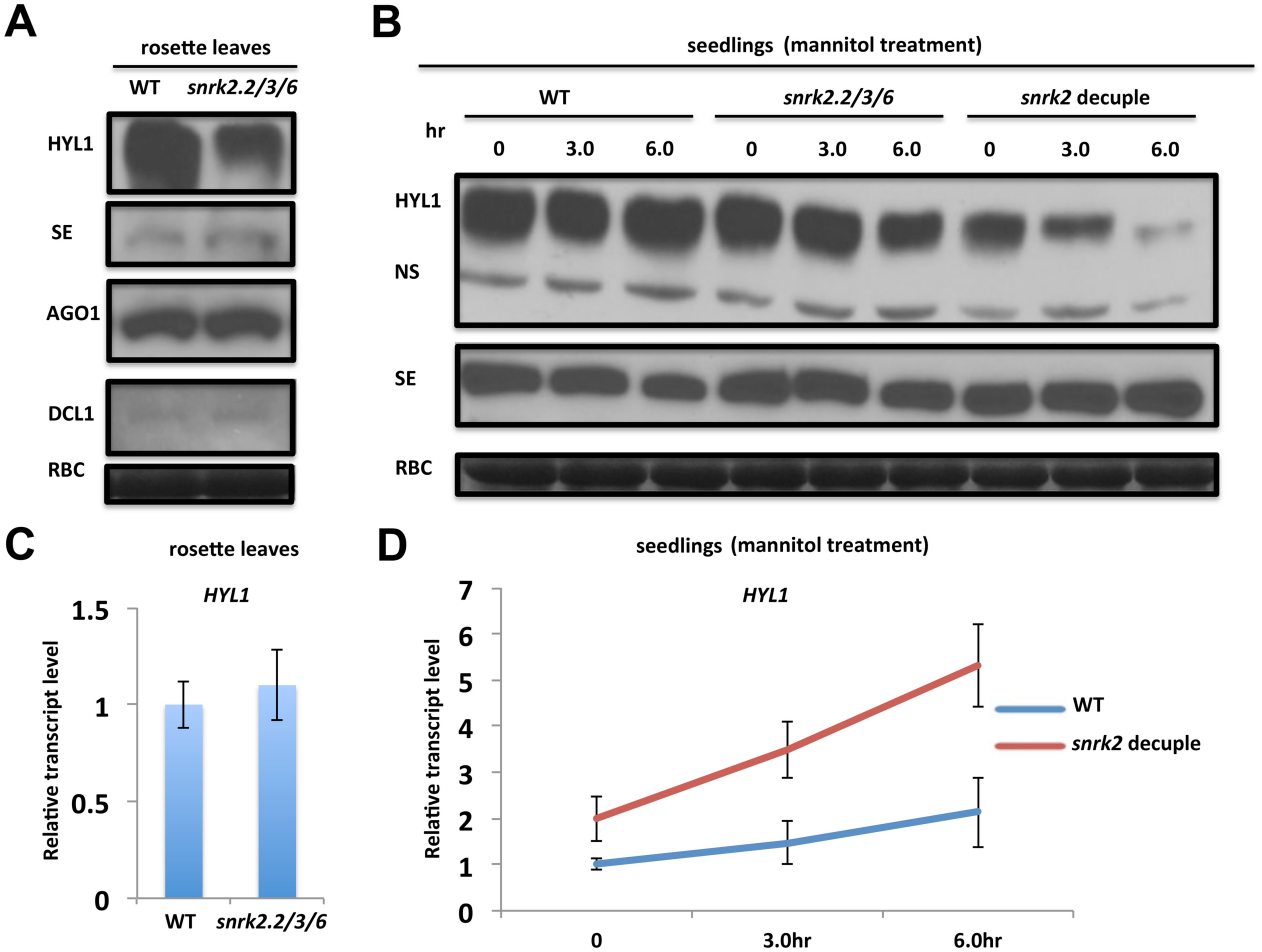
The effect of *snrk2* mutation on the expression of HYL1. (A) Immunoblot analysis of the protein abundance of key components of the miRNA biogenesis pathway in soil-grown wild type and *snrk2*.*2/3/6* mutant rosette leaves. (B) Immunoblot analysis of the protein abundance of HYL1 and SE in wild type and decuple mutant seedlings treated with or without 800 mM mannitol. In both (A) and (B), the Coomassie blue staining of the large subunit of Rubisco (RBC) serves as the loading control. NS in (B) indicates a non-specific band. (C) qRT-PCR analysis of the *HYL1* transcript level in wild type and *snrk2*.*2/3/6* mutant rosette leaves. (D) qRT-PCR analysis of the relative *HYL1* transcript abundance in wild type and *snrk2* decuple mutant seedlings treated with 800 mM mannitol for different durations.

### The SnRK2 kinases may be associated with components of the miRNA processing complex

We speculated that a possible mechanism by which the SnRK2 kinases regulate miRNA biogenesis might involve a direct physical interaction between SnRK2s with one or more key components of the miRNA processing complex. To test this hypothesis, we performed a yeast two-hybrid assay and found that among the ten SnRK2s, SnRK2.2, SnRK2.3 and SnRK2.6 interacted strongly with SE but not with HYL1 (S7 Fig). To verify the SnRK2-SE interaction in plant cells, we performed a split-luciferase complementation assay using *Arabidopsis* protoplasts co-expressing fusion proteins with C-terminal or N-terminal half of a luciferase (cLUC or nLUC). Such an assay not only confirmed the SnRK2.2/2.3/2.6-SE interaction but also revealed that additional SnRKs could also interact with SE in the *Arabidopsis* protoplasts (Fig 6A and S8 Fig). The SnRK2-SE interaction could also be validated by a split luciferase assay in tobacco (*Nicotiana benthamiana*) leaves (Fig 6B). Interestingly, although our yeast two-hybrid assay failed to detect any SnRK2-HYL1 interaction, the split-luciferase assay in both *Arabidopsis* protoplasts and tobacco leaves revealed that HYL1 may also interact with the SE-interacting SnRK2s (Fig 6C and 6D and S8 Fig). Taken together, these results indicate that SnRK2 kinases may be associated with key components of the *Arabidopsis* miRNA processing complex.

**Fig 6:**
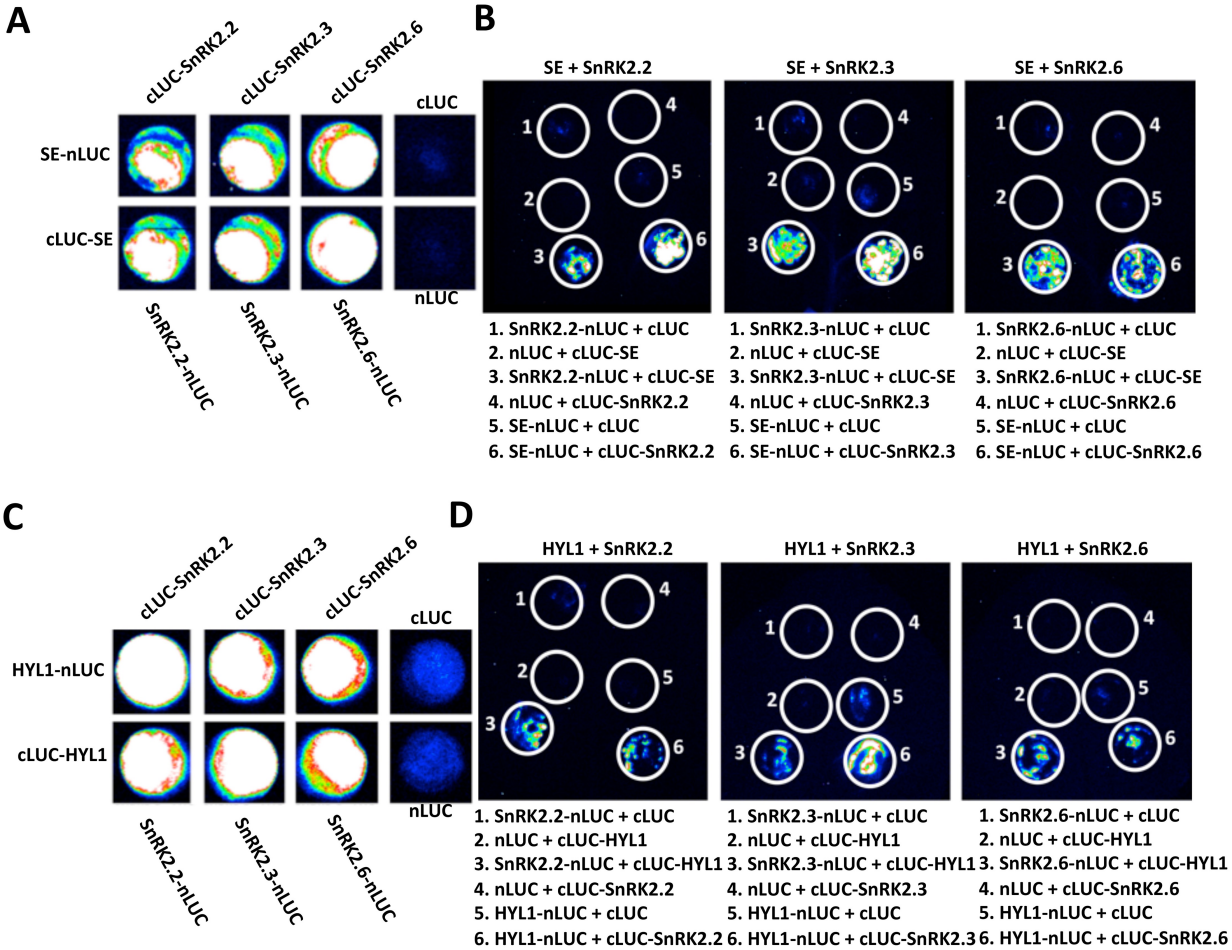
Members of SnRK2 family kinases may be associated with the miRNA biogenesis components SE and HYL1. (A) and (C) Split luciferase assay of the interaction between SE (A) or HYL1 (C) and SnRK2s in wild type *Arabidopsis* protoplasts. (B) and (D) Split luciferase assay of the interaction between SE (B) or HYL1 (D) and SnRK2s in infiltrated *N*. *benthamiana* leaves.

### SE and HYL1 are potential substrates of SnRK2s

Our finding that SnRK2 kinases interact with SE in the yeast two hybrid assay and split luciferase assays coupled with earlier reports of SE being phosphorylated at multiple sites *in vivo* [40, 46–48] prompted us to examine if SE could be a direct SnRK2 substrate. Recombinant SE protein with an N-terminal GST tag and a C-terminal 6X His tag and recombinant SnRK2.4/2.6 kinases were produced and used in an *in vitro* phosphorylation assay. The assay showed that the two SnRK2 kinases, despite exhibiting weak *in vitro* autophosphorylation activities, were capable of strongly phosphorylating SE (Fig 7 and S9 Fig) and the positive control, MSL9, a recently discovered substrate of SnRK2.6 [47]. Because HYL1 could also bind with the SE-interacting SnRK2s in both *Arabidopsis* protoplasts and tobacco leaves (Fig 6C and 6D), we tested whether HYL1 may also be a SnRK2 substrate. A similar *in vitro* phosphorylation assay using recombinant HYL1 and SnRK2.4/2.6 proteins revealed that both SnRK2 kinases could strongly phosphorylate HYL1 (Fig 7 and S9 Fig). The K33R and K50N mutations in the catalytic domains of SnRK2.4 and SnRK2.6 respectively, abolished their phosphorylation of SE and HYL1 (S9 Fig). Therefore, SE and HYL1 are potential SnRK2 substrates.

**Fig 7:**
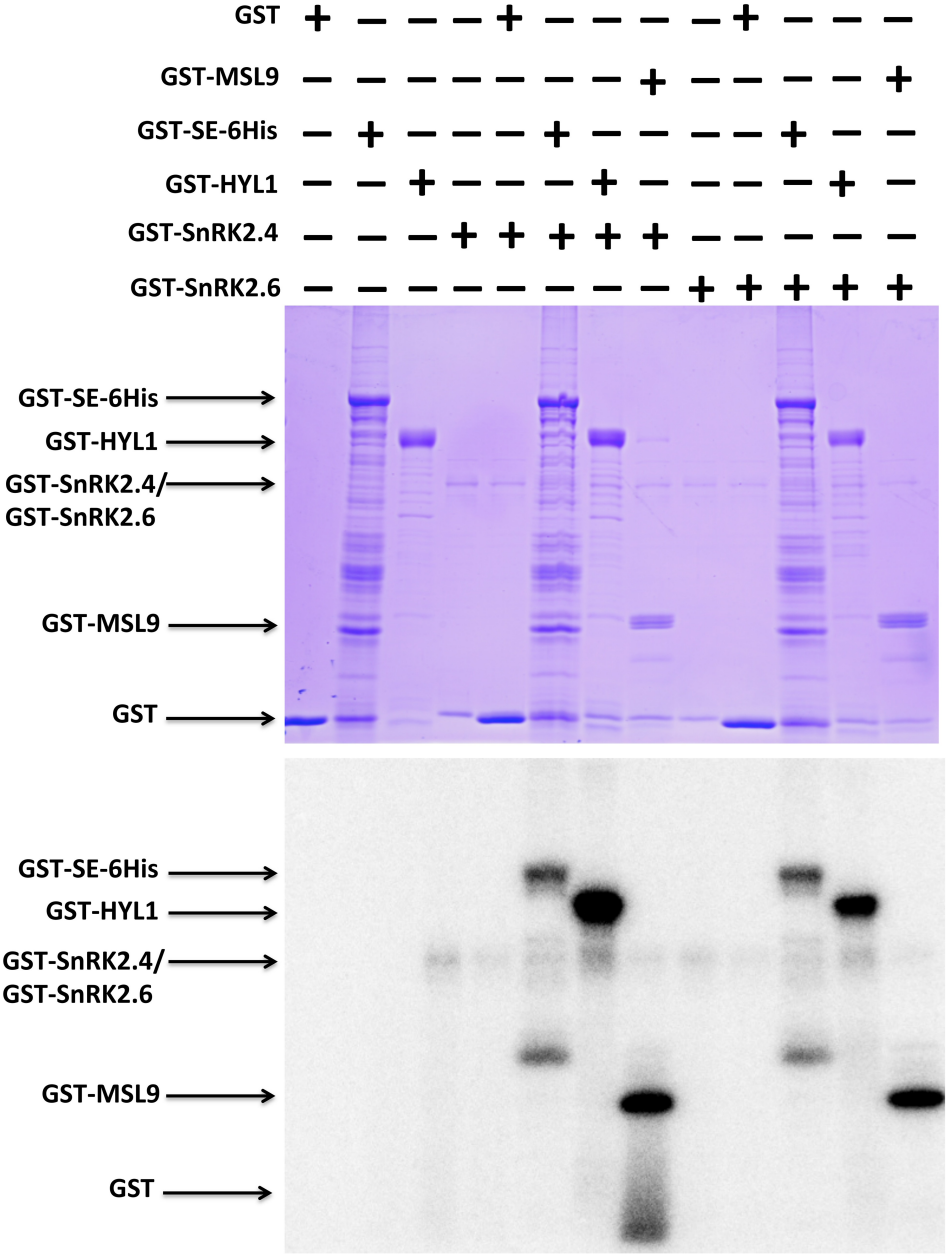
SE and HYL1 are substrates of SnRK2 kinases *in vitro*. *In vitro* phosphorylation assay of SE and HYL1 by SnRK2.4 and SnRK2.6 kinases. The phosphorylation levels were revealed by autoradiography (bottom panel) while the amounts of proteins used in the assay were visualized by Coomassie blue staining (top panel) of the SDS-PAGE gel. The GST and GST-MSL9 (Mechanosensitive channel of small conductance-like 9) were used as the negative and positive controls.

## Discussion

In plants, miRNAs regulate the expression of genes involved in different biological processes. The physiological functions of these miRNAs have been extensively studied. However, how miRNA levels are modulated, especially how the key components of miRNA biogenesis are regulated remains largely unknown. miRNA biogenesis could be regulated at different steps. One of the most important regulatory steps of miRNA biogenesis is to control *MIR* gene transcription. The promoters of intergenic miRNAs have all the features associated with Pol II transcription and Pol II could be recruited to a *MIR* promoter to regulate the *MIR* transcription [49]. The transcription of intronic miRNA, which is encoded within an intron of a protein coding gene, could be regulated by the promoter of its host genes. Alternative splicing also acts as a regulatory mechanism in the modulation of some miRNAs. In *Arabidopsis*, miR400 is located in an intron and is co-transcribed with its host gene. Under heat stress conditions, alternative splicing results in the excision of a small fragment from the intron, and the remaining *MIR400* transcript-containing fragment is retained in the mRNA of its host gene, leading to higher abundance of *MIR400* transcript but lower expression of the mature miR400 [50]. Recent work has shown that cellular signaling pathways can also fine-tune miRNA biogenesis through posttranslational modifications of miRNA processing factors. In humans, mitogen-activated protein kinase (MAPK) Erk mediated phosphorylation of TRBP could enhance the DICER-TRBP complex stability and hence increase miRNA accumulation [51]. In *Arabidopsis*, the dephosphorylation of HYL1 by CPL1 is required for accurate miRNA processing and strand selection from miRNA duplexes [20]. A well-studied regulator of photomorphogenesis, constitutive photomorphogenic 1 (COP1), was found to affect miRNA accumulation through regulation of HYL1 [52]. In this study, we showed that SnRK2 kinases affect miRNA expression, possibly by modulating key components of the *Arabidopsis* miRNA processing complex.

SnRK2 regulation of miRNA expression may be executed by at least two different mechanisms. One is the SnRK2 mediated activation of ABA-responsive element binding factors (ABFs) and some other transcription factors, and the other is the SnRK2 mediated post-translational regulation of miRNA biogenesis pathway.

Regarding the former mechanism, the regulation is mainly at the transcriptional level. Once the ABFs and other transcription factors are activated by SnRK2s, they could directly regulate the transcription of *MIR* genes. Previous studies have shown that ABA could induce the accumulation of both mature miR168 and its precursor, and the ABF transcription factors could bind to the *MIR*168a promoter [53]. In addition to miR168, several other miRNAs were also found to be affected by ABA and several abiotic stresses and play important roles in the plant stress response. For example, disruption of miR159 mediated repression of *MYB33* and *MYB101* was found to alter ABA response during seed germination [54], while ABA-triggered induction of miR160 is very important for seed germination and early seedling development [55]. ABA could also reduce miR169 abundance, leading to elevated transcript level of *NUCLEAR FACTOR Y A5* (*NFYA5*), which positively regulates drought resistance [56]. Further investigation is needed to determine whether ABA regulation of these miRNAs is also mediated by SnRK2 activation of ABFs and other transcription factors. Some transcription factors, such as CDF2 [16], can modulate miRNA accumulation. It is unclear whether SnRK2s are involved in the phosphorylation of these factors and thereby affect the accumulation of miRNAs.

The second possible mechanism of the SnRK2-mediated regulation of miRNA expression likely involves posttranslational modifications of key components of the miRNA processing complex. Maintaining proper levels of miRNAs requires optimal levels of miRNA-processing components such as HYL1, whose protein abundance and/or full activities could be regulated by the SnRK2 kinases. We discovered that the *snrk2*.*2/3/6* triple mutation significantly reduces the protein abundance but not the transcript level, of HYL1 in the rosette leaves of soil-grown plants, indicating crucial roles of the three SnRK2s in regulating the HYL1 protein abundance. Our experiments also revealed the involvement of other SnRK2 kinases in controlling the HYL1 protein level in cultured whole seedlings, especially under osmotic stress known to activate nearly all 10 members of the SnRK2 family. It remains to be investigated whether the significant reduction of HYL1 abundance in the rosette leaves of soil-grown *snrk2*.*2/3/6* triple mutant or mannitol-treated seedlings of the *snrk2* decuple mutant is due to increased degradation or decreased protein synthesis of HYL1. Recently, Cho et al also found that the level of HYL1 is highly diminished in a *cop1* mutant background and suggested involvement of yet to be identified protease X in the proteolysis of HYL1 [52]. It would be interesting to know if there is a potential biochemical link between SnRK2-mediated HYL1 stabilization and COP1-mediated HYL1 stabilization. Given the fact that both HYL1 and SE may interact with and can be phosphorylated by the SnRK2 kinases *in vitro*, future studies should determine whether the SnRK2s phosphorylate HYL1 and SE *in vivo*, and if so, what kind of biochemical effect of the SnRK2-catalyzed phosphorylation is on the miRNA biogenesis factors and on miRNA accumulation. The SnRK2s mediated phosphorylation of SE might affect its localization or its interaction with other factors, rather than its protein abundance, since SE protein abundance was not affected substantially in the *snrk2* mutant. The phosphorylation could also regulate the biochemical activity of HYL1. A recent study showed that the phosphorylation status of HYL1 modulated by the phosphatase CPL1 is important for the normal function of HYL1 [20]. Seven serine residues were predicted as potential phosphorylation sites, and the phosphorylation status of at least two of them, serine-42 and serine-159, was shown to affect the recruitment of HYL1 to the processing complex [20]. A mass spectrometry experiment of purified HYL1 protein only identified the C-terminal repetitive peptide EAAFGSVETEK as being phosphorylated [20]. It is quite possible that HYL1 is a short-lived protein and very unstable [52], and only the six tandem repeats of this peptide could be detected. It will be very interesting to investigate if these phosphorylation sites are phosphorylated by the SnRK2 kinases in vivo. The HYL1 could also be phosphorylated by MPK3, which could not phosphorylate the serine-42 and serine-159 residues [29]. Detailed biochemical experiments are needed to map the in vivo phosphorylation sites of HYL1 and to determine their functional significance in regulating the protein stability and/or biochemical activities of HYL1. Our finding that key components of the miRNA processing complex are potential substrates of SnRK2 kinases suggests that the regulation of miRNA biogenesis is an important part of plant responses to ABA and osmotic stress. Consistent with this notion, the *hyl1-2* mutant was known to be hypersensitive to ABA [57].

The effect of SnRK2 kinases on miRNA accumulation might not only be related to its regulation of HYL1 protein abundance. HYL1 has dual roles in miRNA processing, i.e. miRNA processing efficiency and accuracy, and these functions can be uncoupled [58]. Our results show that as expected, miRNA processing accuracy was affected in *hyl1-2* (S4 Fig). However, miRNA processing accuracy was not affected substantially in the *snrk2*.*2/3/6* mutant (S4 Fig). This suggests that the reduced HYL1 protein abundance in *snrk2*.*2/3/6* mutant was sufficient to cause a decrease in miRNA processing efficiency but not in miRNA processing accuracy, i.e. an effect on miRNA processing accuracy may become obvious only when HYL1 protein abundance is further reduced. In addition, the effect of SnRK2-mediated regulation of other miRNA biogenesis factors such as SE should also be taken into consideration.

For both mechanisms, whether a SnRK2 kinase is activated or not determines the levels of some miRNAs. When grown in soil, the *snrk2*.*2/3/6* triple mutant grows poorly and the *snrk2* decuple mutant could not survive. However, both the *snrk2* triple and decuple mutants grow similarly to wild type in culture media under normal growth conditions [33, 35]. This is likely caused by activation of the SnRK2 kinases by the soil-growth condition but no or weak activation of SnRK2s by the medium-growth condition. Thus, for those miRNAs that are regulated by the SnRK2 kinase pathway, their abundance can be finely tuned by the degree of SnRK2 activation, which regulates the abundance and/or activities of transcriptional factors and the key components of the miRNA biogenesis machinery. Therefore, in response to various environmental stresses, the SnRK2 kinases are activated to reprogram gene expression not only by regulating transcription factors but also by modulating miRNA biogenesis.

## Materials and methods

### Plant materials and growth conditions

All *Arabidopsis* mutants and transgenic plants used in this study were in the Columbia-0 (Col-0) ecotype. Plants were grown in culture medium (Murashige-Skoog salts, 1% (w/v) sucrose and 0.6% (w/v) agar) with high humidity (with visible condensation in tissue culture plastic box), or in soil at 23°C under a 16h light/8h dark cycle, with a relative humidity ranging from 30% to 60%. For protoplast analysis, plants were grown under short photoperiod (12 hours of light at 23°C and 12 hours of dark at 20°C), low light (around 100 μE m^–2^ s^–1^), and relative humidity (50% to 70%) conditions. *snrk2*.*2/2*.*3*, *snrk2*.*6*, *snrk2*.*2/3/6*, *snrk2*.*1/4/5/7/8/9/10*, *snrk2*.*1/2/3/4/5/6/7/8/9/10*, *hyl1-2*, *se-1* have been described [33, 35, 59, 60].

### Plasmids construction

Detailed information on all plasmids and relevant primers is listed in S1 and S2 Tables.

### ABA and mannitol treatments

ABA or Mannitol treatment was performed as previously described [33, 35]. 50μM ABA or 800mM mannitol was added into the liquid culture and seedlings were removed at different time points.

### RNA analysis

Total RNAs were extracted using the RNeasy mini kit (Qiagen), and subsequently treated with DNase I to remove any genomic DNA contamination. Purified RNAs were used for reverse transcription with a High-Capacity cDNA Archive Kit (Applied Biosystems). SYBR Green PCR master mix kit was used for qRT-PCR analysis according to the manufacture’s instructions. Actin mRNA was used as an internal control. Relative gene expression level was calculated from the 2^-ΔΔCt^ values.

Mature miRNA quantification was performed according to TaqMan Small RNA Assays protocol (Applied Biosystems). The internal control was *Arabidopsis* SnoR101. qRT-PCR was performed using the TaqMan Gene Expression Master Mix (Applied Biosystems).

For small RNA gel blot analysis, total RNA was prepared by Trizol (Invitrogen), resolved by 15% PAGE under denaturing conditions (8M urea), electro–blotted and subsequently cross-linked onto Hybond-N^+^ (GE Healthcare) membrane. γ-^32^ATP-radiolabeled single-stranded DNA oligonucleotides complementary to the analyzed small RNAs were used as probes to detect specific miRNAs. See S2 Table for oligonucleotide primers and probes.

For small RNA deep sequencing, RNA samples of two biological replicates extracted from rosette leaves of 3-week-old plants grown in soil were used. Library preparation and deep sequencing with Illumina Hiseq 2500 were performed at Genomics Core Facility of Shanghai for Plant Stress Biology (Shanghai, China). Clean reads from raw small RNA sequences were generated by trimming adaptor sequences. Only the reads with sizes ranging from 18nt to 30nt were retained and mapped to the Arabidopsis genome (TAIR10). Reads identical to the annotated Arabidopsis mature miRNAs in the miRBase (release 21) were identified as mature miRNAs for subsequent analysis. Read counts of miRNAs [Reads Per Ten Million (RPTM) were calculated by normalizing miRNA counts with the total abundance of genome-matched small RNA reads in the corresponding small RNA library. Deep sequencing datasets were deposited into NCBI with accession No. GSE93243.

### Protein analysis

Proteins were extracted from seedlings or leaf samples with extraction buffer (50mM Tris-HCI [pH 7.5], 150mMNaCI, 1mM EDTA, 0.2% Triton X-100, 10% Glycerol, 1mM DTT, 1ug/ml Leupeptin, 1ug/ml Aprotinin, 1ug/ml Pepstatin A, 1mM PMSF, Phosphatase Inhibitor Cocktail Set II [Calbiochem]), separated by SDS-PAGE, and analyzed by immunobloting. Chemiluminescence signals were detected by autoradiography using ECL^™^ Prime Western Blotting System (GE Healthcare).

For the expression of recombinant proteins, all the recombinant proteins were expressed in *E*. *coli* BL21 strain overnight at 22°C induced by isopropyl β-d-thiogalactoside (IPTG). The His-fused proteins were purified with Ni^2+^ affinity column, whereas the GST-fused proteins were purified with glutathione sepharose resin (GE Healthcare). For *in vitro* phosphorylation assay, 0.2 μg of recombinant GST-tagged SnRK2.6 or GST-tagged SnRK2.4 and 1.0 μg substrate proteins were incubated in the presence of 50mM ATP and [λ-^32^P]ATP (0.1μCi per reaction) in 25 μl of reaction buffer (25mM Tris (pH7.5), 12mM MgCI_2_ and 1 mM DTT) at room temperature for 30 min. The reaction mixtures were separated by 10% SDS–polyacrylamide gel, visualized by Coomassie blue staining, and the phosphorylated proteins were analyzed by autoradiography.

For the yeast two-hybrid assay, Clontech strain AH109 was used. Genes of interest were cloned into pGBKT7 (Gal4 DNA binding domain, Clontech) or pGADT7 (Gal4 activation domain, Clontech). 3-amino-1,2,4-triazole (3-AT) was added to the selection medium to reduce the autoactivation of the reporter genes.

### Transient expression assay

For the split luciferase assay in *N*. *benthamiana*, genes of interest were cloned into vectors containing the C-terminal half of luciferase (cLUC) or the N-terminal half of luciferase (nLUC), transformed into *Agrobacterium tumefaciens* strain GV3101, and coinfiltrated into tobacco leaves. The infiltrated tobacco leaves were grown for an additional 2 or 3 days and used for analyzing the luminescent images. Methods for the similar assay using the Arabidopsis protoplasts were previously described [33].

## Supporting information

S1 Fig The *snrk2*.*2/3/6* mutant plants display leaf serration phenotype. (TIF) Click here for additional data file.

S2 Fig Comparison of the expression of 24 nt siRNAs between wild type and *snrk2*.*2/3/6* mutant. (A) Relative abundance of 24 nt siRNAs in *snrk2*.*2/3/6* compared with wild type. Numbers of non-structural small RNAs are normalized based on total sequencing reads. (B) qRT-PCR analysis of the expression of 24 nt siRNAs in rosette leaves of wild type, *snrk2*.*2/3/6*, *hyl1-2* and *se-1*. qRT-PCR results are means ±SD of three biological replicates where the fold changes are normalized to the transcript level in WT.
(TIF) Click here for additional data file.

S3 Fig Identical miRNAs with >2-fold abundance reduction (relative to the wild-type control)) in *snrk2*.*2/3/*6 mutants. (TIF) Click here for additional data file.

S4 Fig Misprocessed reads at all highly expressed *MIRNA* loci. Imprecise miRNAs were defined as those that did not fall within ±2 bases of the annotated mature miRNA(s) or miRNA*(s) positions [58]. Black bars indicate medians.
(TIF) Click here for additional data file.

S5 Fig Upregulated miRNA targets in ABA-treated *snrk2*.*2/3/6* seedlings. The expression level of miRNA targets in two-week-old wild type and *snrk2*.*2/3/6* seedlings treated with 10.0 μM ABA.
(TIF) Click here for additional data file.

S6 Fig RNA blot hybridization of miRNAs from seedlings of wild type and *snrk2* mutants treated with mannitol. (TIF) Click here for additional data file.

S7 Fig Yeast two-hybrid assay of the interaction between miRNA biogenesis components and members of SnRK2 kinase. –LT, medium without leucine and tryptophan; -LTH, medium without leucine, tryptophan and histidine. AD, GAL4 activation domain fusions; BD, GAL4 DNA binding domain fusions. Serial dilutions (10^−1^, 10^−2^, 10^−3^) of saturated cultures were spotted onto the plates. In the selection medium, 3-amino-1,2,4-triazole (3-AT) was added to reduce autoactivation.
(TIF) Click here for additional data file.

S8 Fig The SnRK2 kinases may interact with miRNA processing factors. (A) Split luciferase assay of the interaction between SE and members of SnRK2 in wild type *Arabidopsis* protoplasts. (B) Split luciferase assay of the interaction between HYL1 and members of SnRK2 in wild type *Arabidopsis* protoplasts. (C) Split luciferase assay of the interaction between SnRK2.6 and SE or HYL1 in infiltrated *N*. *benthamiana* leaves (left) and wild type *Arabidopsis* protoplasts (right).
(TIF) Click here for additional data file.

S9 Fig *In vitro* phosphorylation assay of SE and HYL1 by SnRK2.4 and SnRK2.6 kinases and their catalytic site mutants, SnRK2.4^K33R^ and SnRK2.6^K50N^. (TIF) Click here for additional data file.

S1 Table Plasmids used in this study. (XLSX) Click here for additional data file.

S2 Table Primers and oligonucleotides usd in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

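Small RNA sequencing of rosettes at an age of 3 weeks was analysed for WT, hyl1-2 and snrk2.2/3/6, with 2 biological replicates per genotype and 6 libraries in total. The genotype and replicate number of each library were taken from the sample titles. The authors sequenced the libraries on an Illumina HiSeq instrument, trimmed adaptors, kept reads of 18 to 30 nt, mapped them to TAIR10 and counted reads identical to mature miRNAs of miRBase release 21. The deposited count values are whole reads per mature sequence without normalization. The second deposited measure, RPTM, is a signal that the authors made by dividing each count by the total of genome-matched small RNA reads of its library and multiplying by 10000000. The tool used for mapping, its version and the mismatches allowed are not given in the methods. The table holds 349 sequences with 0 duplicated sequences, and 45 of them carry the names of several miRNA genes.

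The genome-matched total of each library was computed from its counts and RPTM values. The totals were between 16041013 and 19601046 reads, and the miRNA reads between 6670 and 34567 per library. At these totals 3 reads, taken as the floor, are 1.53 to 1.87 RPTM. Shares of reads of single libraries carry 95% Wilson intervals. Reads without molecular identifiers are not independent molecules, so the intervals and floors cover counting error only. A fold change from WT in which every library of 1 group had 3 reads or fewer is given as a lower bound computed against the floor. The counts of the 2 libraries of each genotype were compared by a chi-square test and differed beyond sampling noise (chi-square per degree of freedom 13.5 in WT, 15.6 in hyl1-2 and 23.3 in snrk2.2/3/6), so each library counted as 1 replicate.

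The number of reduced miRNAs was counted with the paper's limits of 10 normalized reads in WT and a 2-fold reduction. The paper does not say how replicates enter this count, while for processing accuracy it set a minimum of 10 reads per replicate. Here a mean of at least 10 RPTM in WT and a mutant mean of at most 50% of the WT mean were used. The overlap of the lists was described with Fisher's exact test across miRNAs. Log2 fold changes used in correlations and figures are of mean RPTM with a pseudocount of 1, which understates changes of low miRNAs, and permutation tests across miRNAs used 100000 permutations. Totals of 2 libraries against 2 were compared by an exact permutation test, whose smallest two-sided p is 0.333. Counts were tested with edgeR 4.0.16 in R 4.3.3, using glmQLFit and glmQLFTest on all 6 libraries with genotype as the only term, genome-matched totals as library sizes, no TMM factors and Benjamini-Hochberg adjustment over the 59 sequences with a mean of at least 10 reads. Standard errors are the size of the log2 fold change divided by the square root of F. edgeR was tested on simulated data with 59 miRNAs, of which 30 were lowered by 3 log2 units in 1 mutant, over 20 simulations. It recovered 97.83% of them at a dispersion of 0.1 and 84.33% at a dispersion of 0.25. On average it made 0.65 and 0.35 calls among unchanged miRNAs. Smaller changes, such as the median log2 fold change of -0.72 in snrk2.2/3/6, were not simulated. Nor was a factor shared by the miRNAs of a library, so the recovery does not bear on the calls in snrk2.2/3/6. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

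The alternatives were TMM factors, total miRNA counts, DESeq2 1.42.0 with genome-matched totals or its own size factors, limma 3.58.1 on log2 RPTM with a pseudocount of 1, other filters on low counts, fits of only the 2 genotypes compared, other WT criteria and fold cutoffs, separate WT libraries for the mutants, the replicate number as a block, and leaving out each replicate. They were set before the data were examined. Added afterwards were the fold rounded to 1 decimal, at least 10 raw reads in both WT libraries, and a crossed replicate block for edgeR and for the 2-fold rule. The pairing by replicate number comes from the sample titles, which number the replicates of each genotype 1 and 2, and the crossed block was added because same-numbered WT and snrk2.2/3/6 libraries deviated in opposite directions. The miRNAs named in the text are those matched by the primers and probes of the paper's S2 Table and those reduced in snrk2.2/3/6 only. Also named are the 5 largest decreases and 3 largest increases in each mutant, and the 3 largest differences between the mutants. The decreases and increases were taken among those past an adjusted p of 0.05 with both libraries on the same side of both WT libraries. miR163, miR395a/d/e, miR156c-3p, miR391-5p, miR156a-3p, miR393a-3p and miR866-3p were chosen after their values were seen. Positions are exact matches of the mature sequences to TAIR10.1 with its RefSeq annotation. Processing accuracy, 24-nt siRNAs, qRT-PCR and RNA blots were not analysed here.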

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

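The tests of the differences between the mutants, of miR395a/d/e and miR156c-3p, and of miR840-5p were chosen after these results were seen, as was that of misread copies, and the other tests of miR156a-3p and miR393a-3p were written down before their outcomes were known.

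The changes from WT differed between the mutants. In the direct comparison by edgeR, 27 of 59 tested miRNAs were lower in hyl1-2 than in snrk2.2/3/6 at an adjusted p under 0.05, with a median log2 difference of -2.10 over all tested miRNAs. A technical explanation is a factor per library shared by all miRNAs, which may stem from the share of other small RNAs in a library. With TMM factors, which remove such a factor, 18 miRNAs still differed, but only 8 of these were lower in hyl1-2 and 10 were higher, and the median log2 difference was -0.16. All 8 were among the 27. With the total miRNA count, which removes such a factor too, 13 of the 27 stayed lower and 10 miRNAs were higher. A shared factor therefore does not fully account for the miRNAs that stayed lower, while the difference of those among the 27 that stayed lower with neither scaling cannot be told apart from it. Whether that factor is technical or a loss of miRNAs in hyl1-2 as a whole cannot be decided from miRNA reads alone.

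A pair of miRNAs moved in opposite directions in the 2 mutants in every library. miR395a/d/e was at 243% of WT in snrk2.2/3/6, with 65 and 34 reads against 11 and 29 in WT, and had 6 and 5 reads in hyl1-2. miR156c-3p was at 130.3% of WT in snrk2.2/3/6, with 27 and 23 reads against 23 and 15 in WT, and had 2 and 0 reads in hyl1-2. The difference between the mutants was tested by edgeR, with an adjusted p of 0.00410 for miR395a/d/e (0.000478 to 0.126 over the settings run) and 0.00210 for miR156c-3p (0.000605 to 0.117 over the settings run). The rise in snrk2.2/3/6 itself had adjusted p-values of 0.439 for miR395a/d/e (0.0111 to 0.559 over the settings run, under 0.05 in 3 of 10) and 0.855 for miR156c-3p (0.112 to 0.877, under 0.05 in 0 of 10). With TMM factors, miR395a/d/e was higher than WT in both mutants, with a log2 fold change of 0.60 in hyl1-2. Chance ordering of the libraries was weighed for the rise. Both snrk2.2/3/6 libraries lay above both WT libraries for 2 of the 59 miRNAs that pass the WT criterion, where random ordering gives 16.7% (one-sided exact binomial test, p = 1.00). With genome-matched totals both snrk2.2/3/6 libraries lay below both WT libraries for 33 of the 59, so this count had to be low and does not bear on these miRNAs one by one. Chance ordering was thus neither supported nor excluded, and the rises cannot be told apart from it.

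miR840-5p, which the paper does not discuss and which is below its WT criterion, was higher in hyl1-2 with a log2 fold change of 3.60 (adjusted p = 0.00178 by edgeR, 5.93e-13 to 0.0789 over the settings run, higher in 2 of 2 libraries). The normalization was weighed first. The lowest log2 fold change over the settings run was 3.14. The alternative normalizations raise the values of hyl1-2 as a set and could only enlarge the increase, so genome-matched totals are the least favourable to it of the scalings run. Without any scaling the reads were 69 and 34 in hyl1-2 against 2 and 5 in WT, so the normalization does not account for the increase. Reads from an overlapping transcript were weighed next. The sequence lies in an exon of 1 other gene on the same strand, AT2G02750, and the increase cannot be told apart from fragments of that transcript. No biological explanation was tested.

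A pair of sequences with almost no reads in WT had reads in snrk2.2/3/6. miR156a-3p had 28 and 8 reads, 36 in sum, against 1 and 0 in WT, and was at least 5.87-fold higher. miR393a-3p had 14 and 6 reads, 20 in sum, against 0 and 0 in WT, and was at least 3.27-fold higher. Without a filter on low counts their unadjusted p-values by edgeR were 0.0123 and 0.00801, and both adjusted p-values were 0.402. Reads shared with another listed sequence were weighed. Only reads identical to a mature sequence were counted, and 0 other listed sequences contain either sequence or lie within it, so no shared reads were found. Misread copies of miR156c-3p and miR393b-3p, which differ from them at 1 position each, were weighed next. At the ratios found in snrk2.2/3/6, WT would have 27.4 reads of miR156a-3p and 15.3 of miR393a-3p, against 1 and 0 found, so misreading does not account for the rises. Chance ordering of low counts was weighed as well. Among the 39 sequences below the WT criterion with at least 10 reads in sum, 3 had both snrk2.2/3/6 libraries above both WT libraries, fewer than the 6.50 that random ordering gives (one-sided exact binomial test, p = 0.969). The third was miR866-3p. Both snrk2.2/3/6 libraries lay below both WT libraries for 12 of them, so the set as a whole was shifted down, which lowers this count, and the count ignores the size of the rises. The count thus neither supports nor excludes chance ordering, and these rises are candidates only.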

How the results depend on the processing

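Normalization changed many of the results. By the 2-fold rule on genome-matched reads 53 miRNAs were reduced in hyl1-2, 27 in snrk2.2/3/6 and 26 in both. With TMM factors these numbers were 19, 10 and 6, with DESeq2's size factors 21, 10 and 6, and with the total miRNA count 22, 11 and 6. By edgeR, 40 miRNAs were lower and 1 was higher in hyl1-2, and 2 were lower and 0 higher in snrk2.2/3/6 (10 and 0 at an unadjusted p under 0.05). With TMM factors 15 were lower and 10 higher in hyl1-2, and 4 lower and 4 higher in snrk2.2/3/6. With the total miRNA count the numbers were 17 and 8 in hyl1-2, and 4 and 4 in snrk2.2/3/6. DESeq2 with its own size factors gave 11 and 9 in hyl1-2, and 3 and 4 in snrk2.2/3/6, and with genome-matched totals it gave 4 lower and 0 higher in snrk2.2/3/6 (13 and 0 at an unadjusted p under 0.05). The median log2 fold change of the tested miRNAs was -2.62 in hyl1-2 and -0.72 in snrk2.2/3/6 with genome-matched totals, and 0.12 and 0.069 with TMM factors. The biological coefficient of variation shared by the tested miRNAs was 50.0% with genome-matched totals and 34.2% with TMM factors. Which of these moved the numbers was not tested. The 15 miRNAs lower in hyl1-2 with TMM factors were all among the 40, and both calls of snrk2.2/3/6 were kept with TMM factors.

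The log2 fold changes of named miRNAs were reversed in 45 instances, all under these 3 normalizations. In hyl1-2, where all were negative with genome-matched totals, the values with TMM factors were 0.38 for miR156a-5p to f-5p, 0.68 for miR160, 0.51 for miR163, 1.02 for miR164a/b-5p, 2.09 for miR168a-5p/b-5p, 0.60 for miR395a/d/e, 1.29 for miR396b-5p, 0.62 for miR398b-3p/c-3p and 1.74 for miR398b-5p/c-5p. With the total miRNA count they were, in the same order, 0.0095, 0.26, 0.20, 0.63, 1.82, 0.34, 0.95, 0.31 and 1.48, and with DESeq2's own size factors 0.14, 0.40, 0.32, 0.78, 1.95, 0.45, 1.08, 0.43 and 1.61. In snrk2.2/3/6 the values with TMM factors were 0.60 for miR156a-5p to f-5p, 0.34 for miR173-5p, 0.21 for miR319c, 1.02 for miR398b-3p/c-3p, 0.27 for miR447a.2-3p and 0.71 for miR781a/b. With the total miRNA count they were 0.53, 0.29, 0.14, 0.93, 0.21 and 0.64, and with DESeq2's own size factors 0.63, 0.34, 0.22, 1.07, 0.27 and 0.72. Of the 352 log2 fold changes of named miRNAs under alternatives other than leaving out a replicate, 267 kept their direction and side of the threshold, 27 were weaker and 13 stronger. Of the 152 obtained by leaving out a replicate, 20 moved by more than the spread between replicates.

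Filters and cutoffs changed the numbers as well. The WT criterion at 50 RPTM left 25 miRNAs, of which 22, 12 and 12 were reduced in hyl1-2, snrk2.2/3/6 and both. Without a WT criterion 137, 89 and 81 were reduced, many of them with few reads. A cutoff of 3-fold gave 14 in snrk2.2/3/6 and 13 in both. When every mutant library had to be at or below 50% of every WT library, 12 were reduced in snrk2.2/3/6 and 10 in both. Without a filter on low counts edgeR tested 174 miRNAs and called 0 lower and 0 higher in hyl1-2, 0 lower in snrk2.2/3/6 and 0 different between the mutants, while at an unadjusted p under 0.05 64 were lower and 1 higher in hyl1-2, 12 lower and 2 higher in snrk2.2/3/6, and 40 were lower and 1 higher in hyl1-2 than in snrk2.2/3/6. The cause was not tested. With a mean of at least 50 reads 18 were lower and 0 higher in hyl1-2 among 25 tested (at an unadjusted p under 0.05, 19 and 0), and 14 differed between the mutants. In the direct comparison, where 27 differed, fits of only the 2 genotypes compared gave 12. The Spearman correlation of the mutants' fold changes was 0.57 with the WT criterion at 50 RPTM, against 0.32. The total in hyl1-2 was 20.3% of WT without the most abundant sequence, against 18.3%. The cause of these changes was not tested.

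With the replicate number as a block, 15 miRNAs were reduced in snrk2.2/3/6 and 14 in both mutants within both same-numbered pairs, and 50 in hyl1-2. By edgeR with the block, 38 were lower in hyl1-2 and 3 in snrk2.2/3/6, and 26 differed between the mutants. The crossed replicate block, chosen after seeing the data, gave 13 reduced in snrk2.2/3/6 and 12 in both, and by edgeR 42 lower in hyl1-2, 2 lower in snrk2.2/3/6 and 19 different between the mutants. The Pearson correlation of the deviations of same-numbered libraries was 0.29 for WT and hyl1-2, -0.30 for WT and snrk2.2/3/6 and -0.18 for hyl1-2 and snrk2.2/3/6.

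Each replicate was left out in turn. The number of miRNAs reduced in snrk2.2/3/6 ranged from 17 to 47, that in both mutants from 17 to 42 and that in hyl1-2 from 50 to 54. The 17 and the 47 come from leaving out replicate 2 and replicate 1 of snrk2.2/3/6. The total in snrk2.2/3/6 ranged from 32.5 to 86.3% of WT and that in hyl1-2 from 17.2 to 19.5%. The number of miRNAs that differ between the mutants ranged from 11 to 15 in the fits without 1 WT library. In the fits that left out a library of the mutant not compared, 48 miRNAs were lower and 1 higher in hyl1-2, and 2 lower and 0 higher in snrk2.2/3/6 (7 and 0 at an unadjusted p under 0.05). The Spearman correlation ranged from 0.26 to 0.39. Fits that leave 1 library in a compared genotype were used for fold changes only, and no calls were made from them.

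Counting identical sequences once or entering every sequence cannot change a result, because the table has 0 duplicated sequences, and these alternatives were not run. Other pseudocounts for a table without counts were not run, because the table has counts. The depth limits single miRNAs. For 16 of the 59 miRNAs that pass the WT criterion, the reads of both WT libraries sum to 50 or fewer.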

Differences from the paper's values

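By the 2-fold rule 53 miRNAs were reduced in hyl1-2, against the paper's 53. In snrk2.2/3/6 27 were reduced against the paper's 28, and in both mutants 26 against the paper's 27. The 2 lower numbers differ by 1 miRNA each. miR391-5p was 1.998-fold lower in snrk2.2/3/6 and just missed the 2-fold cutoff. With the fold rounded to 1 decimal, a setting chosen after seeing the values, the numbers were 53, 28 and 27, as in the paper. With at least 10 raw reads in both WT libraries, also chosen after seeing the values, 28 were reduced in snrk2.2/3/6 and 27 in both mutants, but 57 in hyl1-2 against the paper's 53, among 64 miRNAs considered. None of the alternatives set before the data were examined gave the paper's 28 and 27 for snrk2.2/3/6 and both mutants.

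The paper reports lower miR156 and miR398 in snrk2.2/3/6 by qRT-PCR and RNA blots (Fig 2A and 2B). In the sequencing data miR156a-5p to f-5p was at 89.2% of WT (log2 fold change -0.16, standard error 0.96, adjusted p = 0.927 by edgeR, 0.344 to 0.956 over the settings run), with replicate 1 above and replicate 2 below both WT libraries. miR398b-3p/c-3p, which the primer for miR398 matches, was at 99.8% of WT (log2 fold change -0.0031, adjusted p = 0.996 by edgeR). miR398b-5p/c-5p, which the probe for miR398 matches, was at 162% of WT (log2 fold change 0.69, adjusted p = 0.736 by edgeR). Its reads were 47 and 11 in snrk2.2/3/6 against 16 and 19 in WT. Replicate 1 thus lay above and replicate 2 below both WT libraries. With TMM factors the log2 fold changes of the first 2 were 0.60 and 1.02. The paper also reports lower miR160, miR164 and miR319 in snrk2.2/3/6. These were lower in the sequencing data too, with miR160 at 37.1%, miR164a/b-5p at 18.5% and miR319a/b at 3.56% of WT, and edgeR called miR319a/b only. DESeq2 with genome-matched totals also called miR164a/b-5p (adjusted p = 0.0262).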

Other observations

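All tests in this part were chosen after the results they bear on were seen, except those of a WT library, a mixture, GC content and length (the comparison of miRNAs of lower and higher GC content and the comparison of replicate 1 with a mixture over all miRNAs were added afterwards).

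The 2 snrk2.2/3/6 libraries differed in total miRNA reads by a factor of 2.65. Sequencing depth was weighed first. Their genome-matched totals differed by a factor of 1.05, so depth does not account for it. A few abundant miRNAs do not account for it either, since the median log2 ratio of replicate 1 to replicate 2 over the 59 miRNAs that pass the WT criterion was 1.43, against 0.088 in WT and -0.025 in hyl1-2. If replicate 1 were a WT library, its changes should be unrelated to those of replicate 2. The changes of replicate 1 from WT replicate 1 and of replicate 2 from WT replicate 2 correlated across miRNAs with a Spearman's rho of 0.60 (permutation test, p = 1e-05, the smallest that the permutations can give), and with exchanged WT libraries rho was 0.79. If replicate 1 were a mixture of WT RNA and RNA like replicate 2, the median miRNA would need 76.9% WT RNA, and 15 of the 59 miRNAs lay below that share of the lower WT library beyond counting error (upper 95% Poisson bound). This bound leaves out the spread between biological replicates, which was far beyond counting error in WT (chi-square per degree of freedom 13.5), so this count alone does not exclude a mixture. A mixture must also lie between its sources, yet 12 of the 59 miRNAs in replicate 1 lay above both WT libraries and replicate 2 beyond counting error, among them miR163 at 1343 RPTM against 372, 512 and 497. This count leaves out the spread between biological replicates too, so it does not exclude a mixture either. The standard deviation across miRNAs of the log2 ratio of replicate 1 to the mixture was 1.10, 1.72 times that of the ratio between the WT libraries. The standard deviation of the ratio between the hyl1-2 libraries was 0.90, nearer to 1.10, so these values do not exclude a mixture. Length of the miRNA was not correlated with the log2 ratio (rho = -0.20, permutation p = 0.135, Benjamini-Hochberg adjusted p = 0.180 over 4 correlations).

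GC content was correlated with the log2 ratio of the snrk2.2/3/6 libraries (rho = -0.45, permutation p = 0.00053, adjusted p = 0.00212), and also with that of the WT libraries (rho = 0.37, adjusted p = 0.0084). GC content may therefore contribute to the spread between replicates. The median log2 ratio in snrk2.2/3/6 was 1.57 in the 31 miRNAs with a GC content of at most 47.6% and 1.16 in the 28 above it, so the difference was present in both and GC content alone does not account for it. A factor shared by all miRNAs remains, and a mixture was not excluded. The standard deviation of the log2 ratio across miRNAs was 0.76 between the snrk2.2/3/6 libraries, 1.19 times that between the WT libraries (0.64), and 51 of 59 miRNAs lay within 1 log2 unit of the median. The difference is consistent with a shared factor, such as the share of other small RNAs in a library or plants that lost miRNAs to different degrees, and these 2 cannot be told apart here. No biological explanation was tested, since both libraries have the same genotype.

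The near complete overlap of the lists reduced in the 2 mutants cannot be told apart from chance (Fisher's exact test, two-sided p = 0.205). Since 53 of the 59 miRNAs were on the hyl1-2 list, the overlap has little room to vary. The test could therefore hardly detect an association and does not exclude one. The correlation of the 2 fold changes was weighed against the sharing of WT libraries. With hyl1-2 set against WT replicate 2 and snrk2.2/3/6 against WT replicate 1 rho was 0.099 (permutation p = 0.454), and with the WT libraries exchanged it was 0.40 (p = 0.0021). The correlation cannot be told apart from the sharing of WT libraries.

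It was asked whether the less abundant strand of a hairpin falls less than the more abundant strand in snrk2.2/3/6. In 12 of 19 hairpins with at least 20 reads on each strand the less abundant strand had the higher log2 ratio to WT (exact sign test, p = 0.359, adjusted p = 0.648 over 5 comparisons), with a median difference of 0.21. Low counts of the less abundant strand were weighed by the same comparison elsewhere, and it held in 11 of 19 hairpins in hyl1-2 (exact sign test, p = 0.648) and in 8 of 19 between the WT libraries. No strand difference was detectable at this depth.

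The primers and probes of the paper do not always match the same sequence exactly. The primer for miR319 lies within miR319a/b, and the probe for miR319 matches miR319c. These sequences are nearly identical, and miR319a/b was the more abundant in WT (101 against 14.4 RPTM). Whether the probe detects miR319c only was not examined, so the blot signal cannot be set against miR319c alone. By sequencing, miR319a/b was at 3.56% of WT and miR319c at 66.7% in snrk2.2/3/6. With TMM factors miR319c had a log2 fold change of 0.21. The primer for miR398 matches miR398b-3p/c-3p, and its probe matches the other strand of the hairpin, miR398b-5p/c-5p. The primer for miR164 matches miR164c-5p, which had 10 reads in both WT libraries together. Its probe matches the nearly identical miR164a/b-5p.
Among the 59 miRNAs that pass the WT criterion, 2 were increased at least 2-fold in snrk2.2/3/6 and 0 in hyl1-2, with 2 libraries per genotype. The 2 were miR163, at 208% of WT with 2269 and 797 reads against 608 and 835 in WT, and miR395a/d/e. By edgeR with genome-matched totals neither was called, with an adjusted p of 0.465 for miR163 and 0.439 for miR395a/d/e. With TMM factors edgeR called both higher (adjusted p = 0.00254 for miR163 and 0.0492 for miR395a/d/e), and with the total miRNA count as well (0.00141 and 0.0376). Over the settings run the adjusted p was 0.00141 to 0.629 for miR163, under 0.05 in 3 of 11, and 0.0111 to 0.559 for miR395a/d/e, under 0.05 in 3 of 10.

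miR396b-5p, which the paper measured in seedlings with and without ABA (Fig 4B), was at 442 ± 38.9 RPTM in WT and at 194 ± 212 in snrk2.2/3/6 (SD, n = 2) in these rosettes, with adjusted p = 0.465 by edgeR. In hyl1-2 its log2 fold change was -1.50 (adjusted p = 0.125).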
